# TNFRSF13B is a potential contributor to prostate cancer

**DOI:** 10.1186/s12935-022-02590-2

**Published:** 2022-05-06

**Authors:** Chia-Yang Li, Shu-Pin Huang, Yei-Tsung Chen, Hsin-En Wu, Wei-Chung Cheng, Chao-Yuan Huang, Chia-Cheng Yu, Victor C. Lin, Jiun-Hung Geng, Te-Ling Lu, Bo-Ying Bao

**Keywords:** Immunodeficiency, Prostate cancer, TNFRSF13B, Biochemical recurrence, Prognosis, Biomarker

## Abstract

**Background:**

Immunodeficiencies are genetic diseases known to predispose an individual to cancer owing to defective immunity towards malignant cells. However, the link between immunodeficiency and prostate cancer progression remains unclear. Therefore, the aim of this study was to evaluate the effects of common genetic variants among eight immunodeficiency pathway-related genes on disease recurrence in prostate cancer patients treated with radical prostatectomy.

**Methods:**

Genetic and bioinformatic analyses on 19 haplotype-tagging single-nucleotide polymorphisms in eight immunodeficiency pathway-related genes were conducted in 458 patients with prostate cancer after receiving radical prostatectomy. Furthermore, the *TNFRSF13B* was knocked down in 22Rv1 and PC-3 human prostate cancer cell lines via transfecting short hairpin RNAs and cell proliferation and colony formation assays were performed. The molecular mechanisms underlying the effects of *TNFRSF13B* were further explored by microarray gene expression profiling.

**Results:**

*TNFRSF13B* rs4792800 was found to be significantly associated with biochemical recurrence even after adjustment for clinical predictors and false discovery rate correction (adjusted hazard ratio 1.78, 95% confidence interval 1.16–2.71, *p* = 0.008), and the G allele was associated with higher *TNFRSF13B* expression (*p* = 0.038). Increased *TNFRSF13B* expression suggested poor prognosis in four independent prostate cancer datasets. Furthermore, silencing *TNFRSF13B* expression resulted in decreased colony formation of 22Rv1 and PC-3 cells through modulating the cell cycle and p53 signalling pathways.

**Conclusions:**

The present study suggests the potential role of immunodeficiency pathway-related genes, primarily *TNFRSF13B*, in prostate cancer progression.

**Supplementary information:**

The online version contains supplementary material available at 10.1186/s12935-022-02590-2.

## Introduction

Prostate cancer is a common malignant tumour which occurs in men worldwide, with estimated 1,414,259 new cases and 375,304 deaths in 2020 [1]. With the advancements in prostate-specific antigen (PSA) screening, most prostate cancers are detected at the regional stages (clinically localised disease). Radical prostatectomy is a common treatment for localised prostate cancer with intermediate or high risk of disease progression. However, 20–40% of the patients who undergo radical prostatectomy are reported to experience biochemical recurrence (BCR) within 10 years [2, 3]. Therefore, understanding the pathological mechanisms and identification of potent prognostic biomarkers for BCR are needed to identify patients at high-risk of disease development and guide treatment decisions.

The immune system plays a key role in surveillance against cancer, but some tumour cells evolve to escape immune elimination [4]. Cancer cells use various immune escape mechanisms including the loss of antigenicity through defective antigen presentation in a peptide–major histocompatibility complex [5], loss of immunogenicity through the upregulation of the immunoinhibitory molecule, programmed death-ligand 1, or secretion of immunosuppressive cytokines [6], and orchestrating an immunosuppressive microenvironment through recruiting immunosuppressive leukocytes [7]. Abundant evidence indicates that immunodeficiencies are genetic or acquired disorders that predisposes an individual to cancer. The incidence of malignancies in children with congenital immunodeficiency has been estimated to be 4%, which is nearly 10,000 times higher than that in healthy controls of similar age. Moreover, children with acquired immunodeficiencies are at a higher risk of developing a malignancy than their healthy counterparts [8]. Organ transplant recipients under immunosuppressive treatments are at a 20-fold increased risk of developing de novo carcinoma [9]. Furthermore, patients with immunodeficiency were reported to have a 13-fold increase in the incidence of lymphomas and a 6-fold increase in the incidence of gastric cancers [10, 11]. Recent reports have also described a relatively early onset of breast and prostate cancers in patients with immunodeficiency [12, 13].

Previous genetic association studies mainly focused on evaluating the risk of developing prostate cancer rather than clinical outcomes after treatments [14–16]. However, no study has yet systematically investigated the effect of gene variants related to immunodeficiency on prostate cancer progression. In the present study, we first conducted a genetic analysis to evaluate the effects of common variants among eight immunodeficiency pathway-related genes on disease recurrence in 458 patients with prostate cancer after receiving radical prostatectomy. Further, gene knockdown experiments were performed in human prostate cancer cell lines, and the consequent transcriptome changes were evaluated to assess the contributions of specific genes and associated pathways to prostate cancer.

## Methods

### Patient recruitment and data collection

Four hundred and fifty-eight patients with histologically confirmed prostate cancer receiving radical prostatectomy were recruited from three medical centres across Taiwan, namely, the Kaohsiung Medical University Hospital, Kaohsiung Veterans General Hospital, and National Taiwan University Hospital, as described previously [17]. Clinical and prognostic data for patients were collected through medical chart review, and the study was approved by the institutional review board of Kaohsiung Medical University Hospital (KMUHIRB-2013132). Written informed consent was obtained from each participant, and the study was conducted in accordance with the Declaration of Helsinki. BCR-free survival was defined as the interval between time of radical prostatectomy and detection of two consecutive PSA levels ≥ 0.2 ng/mL [18–21]. Peripheral blood was collected from all study participants, and genomic DNA was extracted using the QIAamp DNA Blood Mini Kit (Qiagen, Valencia, CA, USA), and stored at ‒ 20 ºC until further use.

### Single-nucleotide polymorphism (SNP) selection and genotyping

A gene list was compiled using the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database and a literature review was performed to refine potentially cancer-related genes in the primary immunodeficiency pathway. Eight genes, namely, CD3d, CD3e, CD8a, and CD19 molecules, class II major histocompatibility complex transactivator, inducible T cell costimulator, tumour necrosis factor receptor superfamily member 13B (*TNFRSF13B*), and zeta chain of T cell receptor associated protein kinase 70, were identified. Haplotype-tagging SNPs (htSNPs) in these genes were selected using SNPinfo [22] with minor allele frequency > 0.05 in the HapMap Chinese Han Beijing population and a pairwise linkage disequilibrium *r*^2^ > 0.8. Genotyping was performed at the National Centre for Genome Medicine, Taiwan, using the Agena Bioscience (San Diego, CA, USA) iPLEX matrix-assisted laser desorption/ionization time-of-flight mass-spectrometry technology, as described previously [23]. Ten blinded quality control samples were included in the genotyping assays, and the concordance rate was 97.4%. The average call rate was 99.5%, and three SNPs that deviated from Hardy–Weinberg equilibrium (*p* < 0.05) were removed, leaving a total of 19 htSNPs for further analyses.

### Bioinformatics analysis

HaploReg v4.1 was used to identify proxy variants in strong linkage disequilibrium with the risk SNP, rs4792800, and to annotate their potential regulatory functions [24]. The Genotype-Tissue Expression (GTEx) portal was used to assess the expression quantitative trait locus effect between rs4792800 and *TNFRSF13B* [25]. The effects of *TNFRSF13B* expression on the prognosis of prostate cancer was compared using publicly available gene expression datasets from Jain et al. [26], Taylor et al. [27], Long et al. [28], and The Cancer Genome Atlas (TCGA) [29].

### Cell culture and transfection

Human prostate cancer cell lines, 22Rv1 and PC-3, were purchased from the Bioresource Collection and Research Center (Hsinchu, Taiwan) and cultured in RPMI and F12 media (Corning, Corning, NY, USA), respectively. All media were supplemented with 10% heat-inactivated foetal bovine serum, 100 U/mL penicillin, and 0.1 mg/mL streptomycin (Corning, Corning, NY, USA). Cells were maintained in a humidified incubator with 5% CO_2_ at 37 °C. For *TNFRSF13B* knockdown in both 22Rv1 and PC-3 cells, the lentiviral pLKO.1 empty vector and human *TNFRSF13B* targeting short hairpin RNAs (shRNAs) were obtained from the National RNAi Core Facility (Academia Sinica, Taipei, Taiwan) and the target sequence was as follows: 5ʹ-ACAATTCAGACAACTCGGGAA-3ʹ. To generate the lentivirus containing specific shRNA, HEK293T cells were co-transfected with the packaging plasmid (pCMV-Δ8.9 plasmid with *Gag* and *Pol* genes), the envelope plasmid (pMD.G plasmid with *VSV-G*), and pLKO.1-shTNFRSF13B or pLKO.1 empty vector for 24 h using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA). The culture medium containing lentivirus was harvested and the 22Rv1 and PC-3 cells were transfected with the lentivirus for 24 h. The cells were then selected in a medium containing puromycin (2 µg/mL).

### Western blot analysis

Cells were washed with phosphate-buffered saline (PBS) and incubated in RIPA lysis buffer supplemented with protease inhibitors (Sigma-Aldrich, St. Louis, MO, USA). Protein concentrations were measured using bicinchoninic acid protein assay (Thermo Fisher Scientific, Waltham, MA, USA). Equal amounts of proteins were separated using sodium dodecyl sulphate–polyacrylamide gel electrophoresis and then transferred onto polyvinylidene difluoride membranes (Millipore, Billerica, MA, USA). The blots were blocked with 5% fat-free milk in PBS containing 0.5% Tween-20 for 1 h at room temperature and incubated with antibodies against TNFRSF13B (1:1000, PA1-41199, Thermo Fisher Scientific, Waltham, MA, USA), p53 (1:1000, sc-126, Santa Cruz Biotechnology, Dallas, TX, USA), and β-tubulin (1:1000, MA5-16308, Thermo Fisher Scientific, Waltham, MA, USA) overnight at 4 °C. After washing with PBS three times, the blots were incubated with peroxidase-conjugated secondary antibody (1:5000) for 1 h at room temperature. The blots were visualised with enhanced chemiluminescence substrate (Thermo Fisher Scientific, Waltham, MA, USA) and detected using the Bio-Rad ChemiDoc XRS + system (Bio-Rad Laboratories, Hercules, CA, USA).

## Cell proliferation assay

Cells were seeded at a concentration of 5 × 10^3^ cells/mL into a 96-well plate and cultured for 4 d. Thereafter, 20 µL of 5 mg/mL 3-(4,5-dimethylthiazol-2-yl)-2,5 diphenyltetrazolium bromide (MTT) solution (Sigma-Aldrich, St. Louis, MO, USA) was added to each well and incubated for 4 h at 37 °C. Afterwards, the supernatants were removed and 100 µL dimethylsulfoxide was added to each well to dissolve the precipitate. The absorbance was measured at 570 nm using a microplate reader (BioTek Instruments, Winooski, VT, USA). Cell proliferation activity was calculated based on the absorbance ratios.

### Colony formation assay

Cells were seeded at a concentration of 1 × 10^3^ cells/mL in 10-cm plates (Corning, Corning, NY, USA) and cultured for three weeks. Cells were fixed with 4% paraformaldehyde for 10 min. Wells were rinsed with PBS and colonies were stained with crystal violet solution (0.05% crystal violet, 1% formaldehyde, 1% methanol and 1× PBS) for 10 min. Excess stain was removed by washing repeatedly with PBS. The number of colonies was quantified using the ImageJ software according to a previous study [30].

### Microarray analysis

Total RNA was isolated using TRIzol reagent according to the manufacturer’s protocol (Thermo Fisher Scientific, Waltham, MA, USA). The quality of isolated total RNA was assessed by the Agilent 2100 bioanalyzer (Agilent, Palo Alto, CA, USA). The total RNA was then amplified, labelled, and hybridised using the Clariom D platform (Affymetrix, Santa Clara, CA, USA) following the manufacturer’s instructions. Briefly, cDNA preparation and biotin labelling were performed using the Affymetrix GeneChip WT Pico kit and then purified using an Affymetrix magnetic bead protocol. The Affymetrix GeneChip hybridisation, wash, and stain kit was then used for array processing. Arrays were incubated for 16 h in an Affymetrix GeneChip 645 hybridization oven at 45 °C with rotation at 60 rpm. The chips were subsequently scanned with Affymetrix GeneChip Scanner 3000. Raw data were analysed using Affymetrix Expression Console and Transcriptome Analysis Console software prior to downstream analysis. The criterion of significantly differentially expressed (SDE) genes was set at a fold change ≥ 2 or ≤ 2 between the *TNFRSF13B* knockdown and control groups. Functional annotation of the SDE genes commonly expressed in both PC-3 and 22Rv1 cells was performed following the methodology of our previous study [31]. Both the KEGG pathway database [32] and the Reactome pathway knowledgebase [33] were used to annotate genes with their associated functions. The microarray data are available in the Gene Expression Omnibus (GSE196746).

### Statistical analysis

The association between the clinicopathological characteristics of the patients, SNPs in different genetic models (including additive, dominant, and recessive), and BCR-free survival were assessed using Cox proportional hazard regression. False discovery rate (FDR)-adjusted *q* values were calculated to account for multiple comparisons [34]. Kaplan–Meier analyses and log-rank tests were used to analyse the differences between the genotypes or gene expression and prostate cancer survival. The association between rs4792800 and *TNFRSF13B* expression was assessed using meta-analysis to pool normalised effect size of the expression quantitative trait loci in 7893 samples from the GTEx database. Cell experimental results were represented as mean ± standard deviation and analysed via Student’s *t*-test. All analyses were conducted using Statistical Package for the Social Sciences software version 19.0.0 (IBM, Armonk, NY, USA), and two-sided *p* < 0.05 and *q* < 0.05 values were considered statistically significant.

## Results

The overall median follow-up time after radical prostatectomy was 54 months, at which time BCR was observed in 184 (40.2%) men (Table 1). A high pathological Gleason score, an advanced pathological stage, a positive surgical margin, and lymph node metastasis were found to be associated with an increased risk of BCR (*p* < 0.001).

**Table 1:** Clinicopathological characteristics of the 458 patients with prostate cancer after radical prostatectomy

Characteristics	*n* (%)	HR (95% CI)	*p*
Age at diagnosis, median (IQR)	66 (61–70)	1.02 (0.99–1.04)	0.149
PSA at diagnosis, median (IQR)	11.1 (7.1–17.5)	1.02 (1.01–1.02)	< 0.001
Pathologic Gleason score			
2–6	160 (35.3)	1.00	
7–10	293 (64.7)	2.19 (1.56–3.08)	< 0.001
Pathologic stage			
T1/T2	303 (67.2)	1.00	
T3/T4/N1	148 (32.8)	3.37 (2.51–4.52)	< 0.001
Surgical margin			
Negative	241 (72.6)	1.00	
Positive	91 (27.4)	2.80 (1.99–3.95)	< 0.001
Lymph node metastasis			
Negative	433 (95.6)	1.00	
Positive	20 (4.4)	13.4 (8.12–21.9)	< 0.001
Biochemical recurrence	184 (40.2)		
Median follow-up, months	54		

*HR* hazard ratio, *CI* confidence interval, *IQR* interquartile range, *PSA* prostate-specific antigen

Univariate associations between 19 SNPs in eight immunodeficiency pathway-related genes and BCR after radical prostatectomy are summarised in Table 2. After FDR correction, *TNFRSF13B* rs4792800 remained significantly associated with BCR in the recessive model (*q* = 0.019, Table 2). Homozygous carriers of the minor G allele of rs4792800 showed an increased risk of BCR (hazard ratio [HR] = 1.80, 95% confidence interval [CI] = 1.28–2.53, *p* = 0.001; Table 3; Fig. 1) when compared with the carriers of the major A allele. In the multivariate Cox model, after adjustment for clinicopathological predictors, *TNFRSF13B* rs4792800 was independently associated with BCR (HR = 1.78, 95% CI = 1.16–2.71, *p* = 0.008; Table 3), reinforcing the importance of *TNFRSF13B* rs4792800 in prostate cancer progression.

**Table 2:** Associations between immunodeficiency-related gene polymorphisms and biochemical recurrence

Gene	SNP ID	Chromosome	Position	MAF	HWE	Alleles	BCR					
							Additive		Dominant		Recessive	
							*p*	*q*	*p*	*q*	*p*	*q*
*CD8A*	rs1051386	2	86,865,584	0.182	0.382	A > G	0.626	0.317	0.438	0.274	‒	‒
*CD8A*	rs13023213	2	86,875,454	0.074	0.523	T > C	0.336	0.254	0.367	0.254	‒	‒
*ZAP70*	rs13034349	2	97,695,629	0.288	0.653	C > T	0.567	0.313	0.790	0.357	0.393	0.254
*ZAP70*	rs7565744	2	97,708,501	0.167	0.225	C > T	0.390	0.254	0.320	0.254	‒	‒
*ZAP70*	rs11686881	2	97,720,279	0.132	0.081	C > T	0.632	0.317	0.373	0.254	‒	‒
*ICOS*	rs11883722	2	204,509,090	0.435	1.000	G > A	0.347	0.254	0.246	0.254	0.761	0.352
*ICOS*	rs1559931	2	204,533,974	0.165	0.931	G > A	0.110	0.254	0.127	0.254	‒	‒
*ICOS*	rs4675379	2	204,534,340	0.128	0.988	G > C	0.031	0.120	0.049	0.159	‒	‒
*CD3E*	rs7928058	11	117,676,449	0.270	0.301	G > T	0.201	0.254	0.185	0.254	0.581	0.313
*CD3E*	rs7480736	11	117,677,574	0.470	0.896	C > T	0.114	0.254	0.136	0.254	0.275	0.254
*CD3E*	rs2231440	11	117,680,649	0.198	0.676	G > A	0.569	0.313	0.487	0.291	‒	‒
*CD3D*	rs3212264	11	117,721,444	0.445	0.810	C > A	0.171	0.254	0.385	0.254	0.164	0.254
*CIITA*	rs7196089	16	10,910,602	0.153	0.774	G > A	0.271	0.254	0.281	0.254	‒	‒
*CIITA*	rs11074939	16	10,919,210	0.326	0.289	G > A	0.852	0.376	0.996	0.411	0.702	0.332
*CIITA*	rs7404786	16	10,920,051	0.217	0.207	C > G	0.011	0.053	0.007	0.053	0.354	0.254
*CD19*	rs2070961	16	28,856,974	0.211	0.751	C > T	0.878	0.379	0.231	0.254	‒	‒
*TNFRSF13B*	rs4792800	17	16,785,892	0.410	0.522	A > G	0.009	0.053	0.258	0.254	0.001	**0.019**
*TNFRSF13B*	rs12938061	17	16,786,880	0.210	0.775	C > T	0.636	0.317	0.495	0.291	‒	‒
*TNFRSF13B*	rs4383187	17	16,788,634	0.278	0.855	C > T	0.923	0.389	0.698	0.332	0.331	0.254

*SNP* single nucleotide polymorphism, *BCR* biochemical recurrence, *MAF* minor alleles frequency, *HWE* Hardy-Weinberg equilibrium. ‒, not calculated due to insufficient numbers

**Table 3:** Associations between *TNFRSF13B* rs4792800 and biochemical recurrence

Genotype	*n*	BCR	5-year BFS	*p*	*q*	HR (95% CI)	*p*	HR (95% CI)^a^	*p* ^a^
AA	163	61	57.8			1.00		1.00	
AG	213	79	62.9			1.00 (0.72–1.40)	0.980	1.10 (0.72–1.67)	0.663
GG	81	44	36.6			1.80 (1.22–2.66)	0.003	1.88 (1.14–3.09)	0.013
AG/GG vs. AA				0.258	0.254	1.19 (0.88–1.62)	0.263	1.27 (0.86–1.87)	0.231
GG vs. AA/AG				0.001	0.019	1.80 (1.28–2.53)	0.001	1.78 (1.16–2.71)	0.008
Trend				0.009	0.053	1.31 (1.07–1.61)	0.010	1.35 (1.04–1.75)	0.022

*BCR* biochemical recurrence, *BFS* BCR-free survival, *HR* hazard ratio, *CI* confidence interval

^a^Adjustment for age, PSA at diagnosis, pathologic Gleason score, stage, surgical margin, and lymph node metastasis

**Fig. 1:**
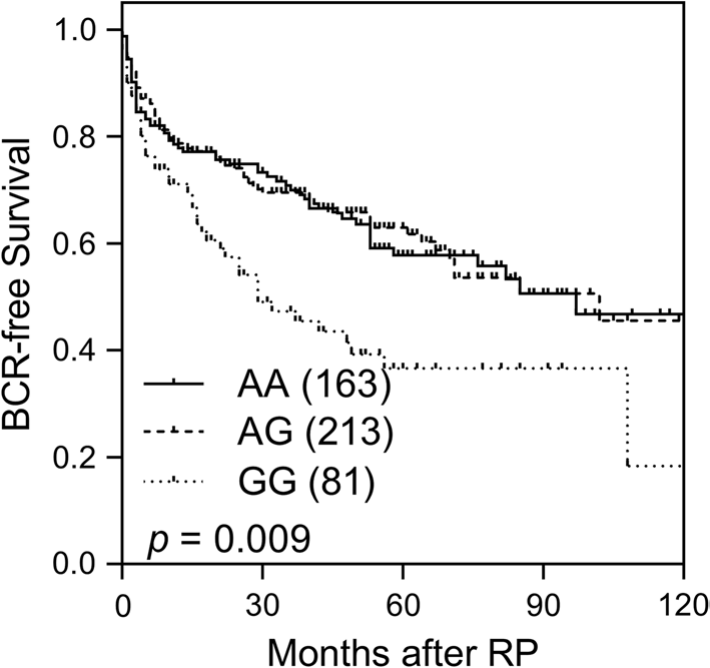
Kaplan–Meier survival analysis for biochemical recurrence-free survival based on *TNFRSF13B* rs4792800 genotypes. Numbers in parentheses indicate the number of patients. *BCR* biochemical recurrence, *RP* radical prostatectomy

*TNFRSF13B* rs4792800 and several linked (*r*^*2*^ > 0.8) proxy SNPs were found to locate in promoter/enhancer elements, overlapped with DNase I hypersensitive and RNA polymerase II binding regions in various cell types according to the HaploReg database (Additional file 1: Table S1), suggesting that rs4792800 might potentially regulate *TNFRSF13B* expression. Meta-analysis of 7893 samples across 27 types of human tissues showed increased *TNFRSF13B* expression for rs4792800 A > G transition in the GTEx data (*p* = 0.038, Fig. 2). Further, a meta-analysis was performed using four independent cohorts of 991 prostate cancer patients to evaluate the prognostic significance of *TNFRSF13B*. Patients in the datasets were divided into high and low expression groups according to the median expression levels of *TNFRSF13B*, and differences in their five-year survival were compared. Patients in the high *TNFRSF13B* expression group showed poorer prognosis than those in the low expression group (HR = 1.33, 95% CI = 1.00–1.76, *p* = 0.048; Fig. 3). These findings imply that the upregulated *TNFRSF13B* expression in patients carrying rs4792800 G allele predisposes the patient to an increased risk of BCR.

**Fig. 2:**
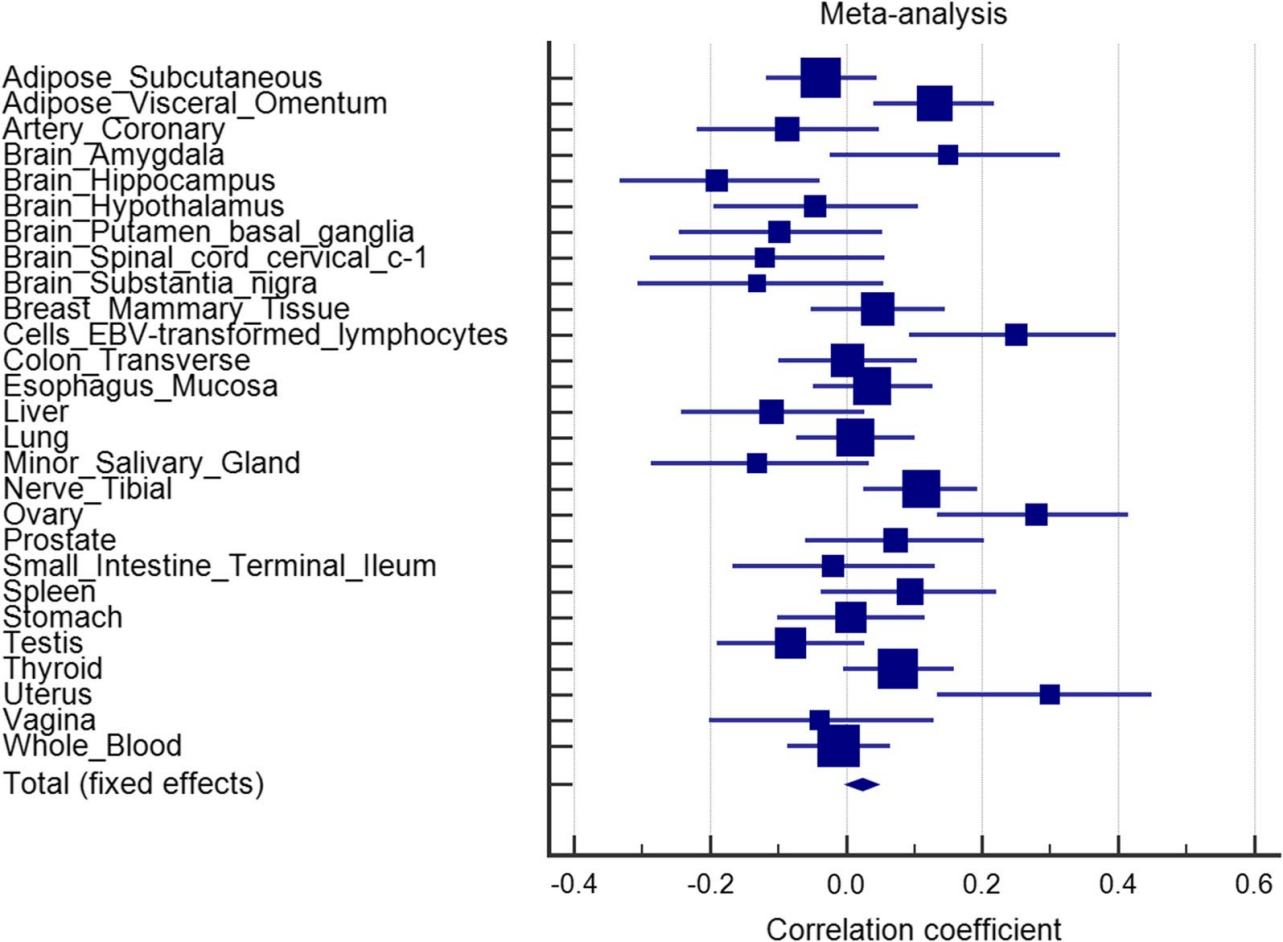
Meta-analysis of the correlation between rs4792800 and *TNFRSF13B* expression in 7893 tissue samples from the Genotype-Tissue Expression dataset

**Fig. 3:**
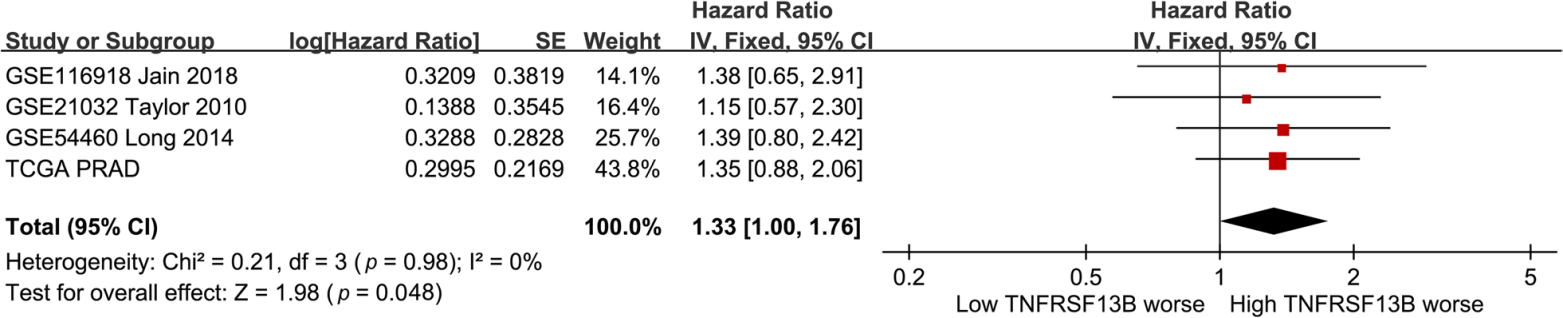
Meta-analysis of four studies evaluating the hazard ratio of high compared with low expression levels of *TNFRSF13B* for prostate cancer prognosis. *SE* standard error, *IV* inverse variance, *CI* confidence interval

To understand the function of TNFRSF13B in prostate cancer progression, *TNFRSF13B* was knocked down in 22Rv1 and PC-3 human prostate cancer cell lines. The expression of the TNFRSF13B protein was notably downregulated in both 22Rv1 and PC-3 cells owing to the introduction of shRNAs targeting *TNFRSF13B* (shTNFRSF13B) when compared with cells transfected with an empty vector (Fig. 4A; Additional file 2). Cell proliferation was assessed using MTT assay, and the growth rate of *TNFRSF13B*-silenced 22Rv1 cells was found to be significantly lower than that of an empty vector control (Fig. 4B). However, the cell growth was not affected by *TNFRSF13B* knockdown in PC-3 cells. Additionally, the colony formation assay was performed which showed the tumour-initiating capabilities of cells. The colony forming ability of *TNFRSF13B*-silenced 22Rv1 cells was decreased by 35.3% when compared with 22Rv1 cells stably expressing the vector control, whereas the colony forming ability of *TNFRSF13B*-silenced PC-3 cells was decreased by 47.8% when compared with PC-3 cells stably expressing the vector control (both *p* < 0.05, Fig. 4C). Collectively, these results suggest that silencing *TNFRSF13B* might inhibit tumorigenesis through modulating prostate cancer cell colony formation.

**Fig. 4:**
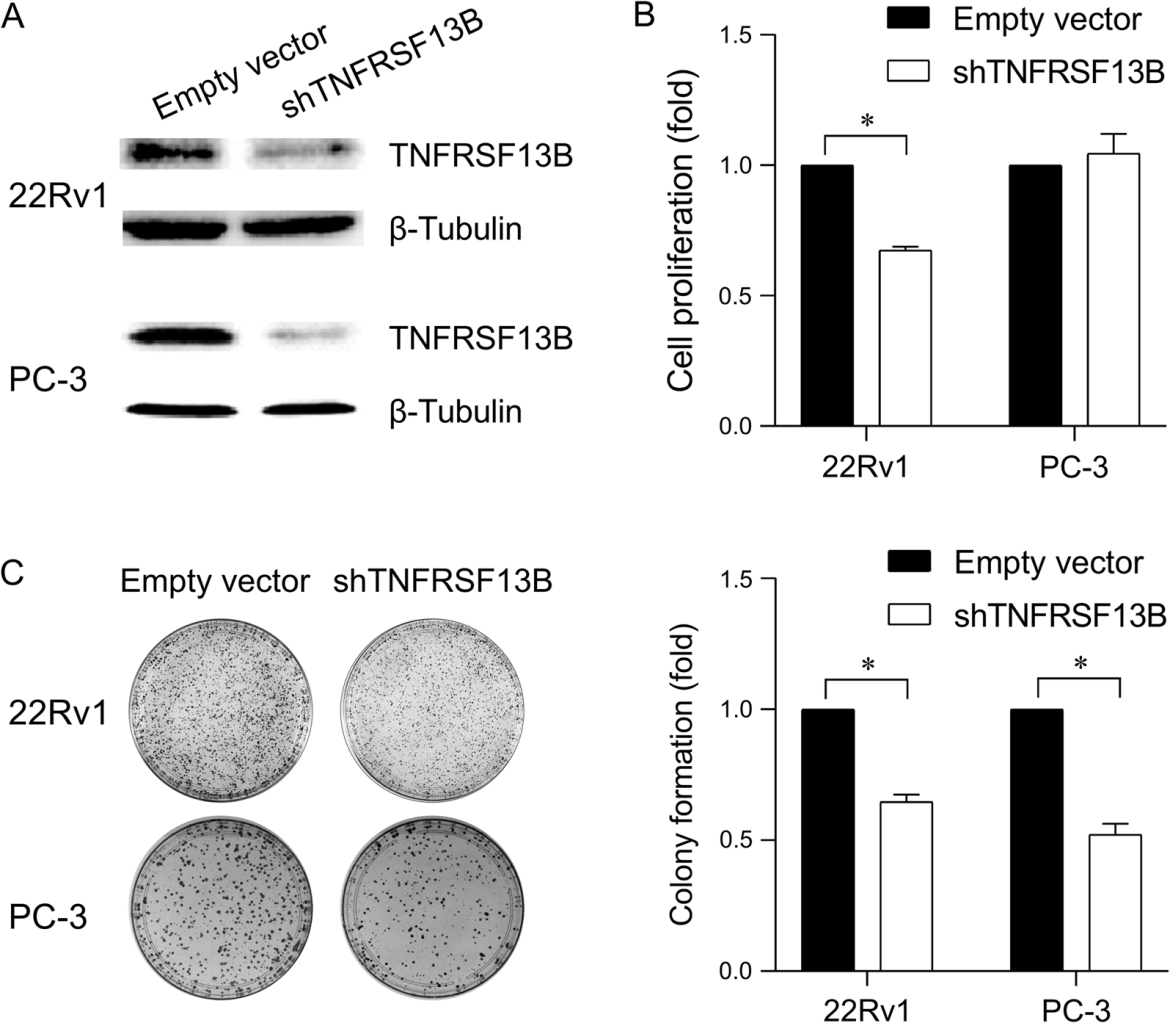
Silencing *TNFRSF13B* expression decreases the colony formation potential of human prostate cancer cells. **A** Silencing *TNFRSF13B* expression with short hairpin RNAs (shRNAs) decreased protein expression in the human prostate cancer 22Rv1 and PC-3 cell lines. Cells were transfected with an empty vector or *TNFRSF13B* shRNAs (shTNFRSF13B) using lentivirus, and TNFRSF13B protein expression in cells was examined via western blotting. **B** *TNFRSF13B* knockdown decreases the proliferation of 22Rv1 cells but not of PC-3 cells. Cells stably expressing an empty vector or shTNFRSF13B were seeded in 96-well plates and allowed to proliferate for four days. Cell proliferation was then estimated using MTT assay. **C** *TNFRSF13B* knockdown decreases the colony formation potential of both 22Rv1 and PC-3 cells. Cells stably expressing an empty vector or shTNFRSF13B were seeded in 6-well plates and allowed to grow for three weeks. The colonies were fixed and counted using the ImageJ software. Data are represented as mean ± standard deviation values from three independent experiments. *p < 0.05

To further elucidate the molecular mechanisms underlying the effects of *TNFRSF13B* in regulating the growth of prostate cancer cells, the differentially expressed genes between control- and shTNFRSF13B-transfected PC-3 and 22Rv1 cells were analysed by microarray gene expression profiling. 

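TNFRSF13B, the gene targeted by the shRNAs, was measured at a log2 value of 4.85 on the PC-3 shTNFRSF13B array and 5.25 on the PC-3 empty vector array, a log2 ratio of -0.40. In 22Rv1 cells its values were 5.63 with shTNFRSF13B and 6.08 with the empty vector, a log2 ratio of -0.45 as deposited and -2.20 after quantile normalization of the 4 arrays. TNFRSF13B (NCBI gene 23495) was thus lower on the shTNFRSF13B array of each line, and its values in PC-3 cells were near the 95th percentiles of the olfactory receptor genes on these arrays, 4.98 and 4.92. In PC-3 cells, 17.8% of the 500 genes of the nearest level had a lower log2 ratio than TNFRSF13B, and in 22Rv1 cells 5.2% did. Of the markers of PC-3 cells, VIM, CAV1 and ITGA3 stood at 14.76, 13.52 and 13.95 on the PC-3 shTNFRSF13B array and at 6.50, 5.28 and 6.14 on the 22Rv1 shTNFRSF13B array. Of the luminal markers of 22Rv1 cells, STEAP2 stood at 10.75 and 15.41 on these arrays, whereas KLK3 (6.91 and 7.54) was close on both and HOXB13 (12.40 and 9.89) was higher in PC-3 cells.

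RNA from PC-3 cells and from 22Rv1 cells, each stably carrying shTNFRSF13B or the empty vector, was labelled and hybridised to 4 oligonucleotide arrays, 1 per condition. PC-3 is an established androgen-independent prostate cancer line that lacks p53, and 22Rv1 is an established prostate cancer line that expresses the androgen receptor. The paper states that the raw data were analysed with Affymetrix Expression Console and Transcriptome Analysis Console, and the submitters' processing notes name RMA, Affymetrix Expression Console and Partek. The deposited table holds 1 log2 value per probe set and array for 24351 probe sets, of which 17709 were paired with 1 gene symbol, none with several, and 6642 with no listed symbol. The 17687 genes so named were taken at their brightest probe set, and each log2 ratio is the shTNFRSF13B value minus the empty vector value of the same line. With 1 array per condition there is no replicate error, no test was made and no difference has a replicate check. A gene was counted as an SDE gene by the paper's own criterion, a ratio of at least 2-fold in either direction.

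The values of the 22Rv1 empty vector array were spread differently from those of the other 3 arrays, with the lowest median and the highest maximum, 19.77 against 18.37 to 18.44. Its median over all probe sets was 5.33, against 6.97 for 22Rv1 shTNFRSF13B, 7.01 for PC-3 shTNFRSF13B and 6.93 for the PC-3 empty vector. The median log2 ratio over all named genes was 1.22 in 22Rv1 cells and -0.0019 in PC-3 cells. The 23 background probe sets, which match no human transcript, had a median log2 ratio of 0.63 in 22Rv1 cells, whereas the 4 hybridization and 4 labelling spike-in probe sets had medians of 0.03 and 0.07. Counts and list medians of 22Rv1 cells are given as deposited and after quantile normalization, which gives the 4 arrays the same distribution, and values of single genes on the scale named beside them.

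**Figure D1:**
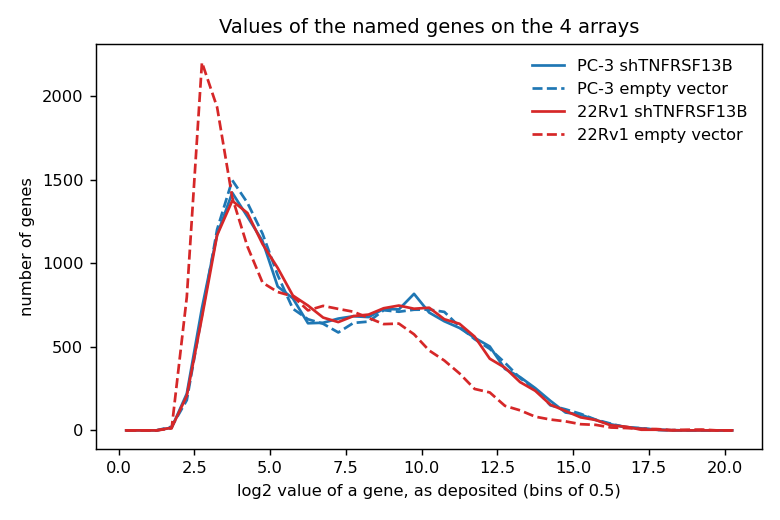
Number of named genes (vertical axis) at each deposited log2 value (horizontal axis, bins of 0.5) on each of the 4 arrays, drawn as 1 line per array. The lines of 3 arrays overlie each other, and that of the 22Rv1 empty vector array (dashed red) has more genes at low values and a longer upper end, with a median over the named genes of 5.30 and a maximum of 19.43.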

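In PC-3 cells, the 10 largest rises with shTNFRSF13B among genes above the array median were all of genes that interferon induces. They were led by IFI44L at a log2 ratio of 10.25, the antiviral GTPase MX1 at 9.34, RSAD2 at 8.65 and the 2'-5'-oligoadenylate synthetases OAS1 and OAS2 at 8.51 and 8.40. SAMD9L, SAMD9, the RNA sensor IFIH1, IFI6 and IFIT1 followed, at 8.08, 7.84, 7.57, 6.97 and 6.92. The 10 largest falls held 5 histone genes, H2BC14 (-4.41), H1-3 (-4.39), H4C3 (-3.83), H3C1 (-3.40) and H1-4 (-3.04), together with the mitotic gene CDCA3 (-3.10). CHAC1 and DDIT4, which the stress factor ATF4 induces, were lower by -3.06 and -3.04, and the membrane proteins CLDN11 and ADGRG1 by -4.14 and -3.10. The empty vector values of IFI44L and SAMD9L, 4.52 and 4.51, lay below the 95th percentile of the olfactory receptor genes on that array, 4.92, and the shTNFRSF13B value of CDCA3, 4.72, below that of its array, 4.98, so the sizes and ranks of these 3 ratios are against background.

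In 22Rv1 cells, the largest rises with shTNFRSF13B were of RASSF6 at a log2 ratio of 9.09 as deposited and 8.08 after quantile normalization, aldehyde oxidase AOX1 at 8.96 and 7.84, and the GABA receptor subunit GABRA2 at 8.79 and 7.20. The phosphate transporter SLC20A1 (7.99 and 6.48), keratin 7, KRT7 (7.44 and 5.98), SLFN13 (7.36 and 6.71), the retinoic acid receptor RARB (6.90 and 5.53), SMYD2 (6.86 and 5.52), BARD1 (6.62 and 5.12) and APOBEC3D (6.59 and 5.82) followed. The largest falls as deposited were of CYP1A1 at -9.14 (-10.09 after quantile normalization), TCIM at -7.63 (-8.98) and NQO1 at -6.02 (-6.72). After quantile normalization CREB5, HMOX1, CYP1A2, GDF15 and MFSD6 fell further than NQO1. CYP1A1 and CYP1A2 (-5.47 and -7.04) are induced by the aryl hydrocarbon receptor, and NQO1 and HMOX1 (-5.69 and -7.25) are enzymes of the oxidative stress response. GDF15 (-5.78 and -7.00), CREB5 (-5.72 and -7.28), MFSD6 (-5.71 and -6.96), ST3GAL1 (-5.22 and -6.47) and CRISP3 (-5.10 and -6.71) were also among the 10 lowest. The empty vector values of RASSF6, AOX1, SLFN13 and APOBEC3D lay below the 95th percentile of the olfactory receptor genes on that array, 3.91, and the shTNFRSF13B values of CYP1A1, TCIM, CREB5 and HMOX1 below that of theirs, 5.30, so the sizes and ranks of these ratios are against background.

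By the 2-fold criterion, 1019 genes were higher and 829 lower with shTNFRSF13B in PC-3 cells, 1848 of the 17687 in all. In 22Rv1 cells, 10320 genes were higher and 356 lower as deposited, so that 96.7% of the 10676 lay on the higher side. After quantile normalization 2345 were higher and 2736 lower, with 46.2% of the 5081 on the higher side. The change was at least 8-fold for 104 genes in PC-3 cells, 94 of them higher. In 22Rv1 cells it was for 1176 genes as deposited, 1120 of them higher, and for 305 after quantile normalization, 94 of them higher. The 349 olfactory receptor genes were taken as a reference for dim probes, although the brightest of them reached 8.41 on the PC-3 shTNFRSF13B array. Of these 349 genes, 4.01% passed 2-fold in PC-3 cells (exact 95% interval 2.21% to 6.64%, for counting error only). In 22Rv1 cells 28.9% did as deposited (24.2% to 34.0%), or 15.8% after quantile normalization (12.1% to 20.0%).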

A total of 695 and 1941 SDE genes were identified in *TNFRSF13B*-silenced PC-3 and *TNFRSF13B*-silenced 22Rv1 cells, respectively. 

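Of the 17687 genes, 1252 passed 2-fold in both lines with the values as deposited, beside 1115 for independent lists of these sizes. With shTNFRSF13B, 629 of them were lower in PC-3 cells and higher in 22Rv1 cells, against 484 for independent lists, and 56 were higher in PC-3 cells and lower in 22Rv1 cells, against 20.5. The 548 genes higher in both lines and the 19 lower in both stood beside 595 and 16.7 for independent lists. After quantile normalization 778 genes were common and 72.1% of them ran in opposite directions. Of these, 289 were lower in PC-3 and higher in 22Rv1 cells, against 99.6 for independent lists, and 272 were higher in PC-3 and lower in 22Rv1 cells, against 161. A further 138 were higher in both lines and 79 lower in both, against 138 and 116.

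Among the common genes lower in PC-3 and higher in 22Rv1 cells, the largest combined log2 ratios as deposited were those of KRT7 (-1.25 in PC-3 cells), the histone genes H3C2 (-2.99 and 5.42) and H2BC14 (3.65 in 22Rv1 cells), the mitotic kinesin KIFC1 (-2.62 and 4.46) and the centromere protein CENPM (-1.39 and 5.62). Among those higher in PC-3 and lower in 22Rv1 cells, they were those of CYP1A1 (1.36 in PC-3 cells), the stress cytokine GDF15 (2.35 in PC-3 cells), GABARAPL1 (2.18 and -4.96) and PDK4 (2.03 and -5.03), which FoxO factors induce, and TCP11L2 (2.33 and -4.32). CLDN11 (-2.31 in 22Rv1 cells), the amino acid transporters SLC7A5 (-2.10 and -3.32) and SLC7A11 (-2.49 and -2.27), ERRFI1 (-1.38 and -3.98) and ADGRG1 (-2.04 in 22Rv1 cells) were lower in both. The 22Rv1 shTNFRSF13B values of CYP1A1, CLDN11 and ADGRG1 lay below the 95th percentile of the olfactory receptor genes, so the sizes of these ratios are against background. IFI44L, MX1, RSAD2, OAS1 and IFIH1 were higher in both as deposited, with 22Rv1 log2 ratios of 2.08 for MX1, 1.52 for RSAD2 and 2.06 for IFIH1, whereas IFI44L and OAS1 were below that percentile on both 22Rv1 arrays. After quantile normalization none of these 5 passed 2-fold in 22Rv1 cells, and the genes higher in both lines were led by PARP9 (5.28 in PC-3 and 2.05 in 22Rv1 cells) and the RNA sensor RIGI (5.32 and 1.99). Across all genes the log2 ratios of the 2 lines had a Pearson r of -0.13 and a Spearman rho of -0.11, where genes are not independent replicates.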

Venn diagram analysis showed that 190 SDE genes were commonly dysregulated upon *TNFRSF13B* knockdown in both cell lines (Fig. 5A; Additional file 1: Table S2). This list of 190 common SDE genes was used for further enrichment and biological process annotation based on the KEGG and Reactome pathway databases. The most strongly related pathways to the genetic changes induced by *TNFRSF13B* inhibition were the meiosis, cell cycle, FoxO, DNA replication, senescence, and p53 signalling pathways in KEGG enrichment analysis (Fig. 5B). Similarly, the cell cycle pathway also had the highest score in the Reactome analysis (*p* = 10^− 13.1^, Fig. 5C). These enrichment results are relevant because the cell cycle and p53 signalling pathways are known to contribute to the aggressive nature of cancers. These results further confirmed the important role of *TNFRSF13B* as a contributor to prostate cancer cell proliferation and colony formation.

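Cell cycle, DNA replication and interferon-stimulated genes were among the groups most frequent in the common SDE genes. Of 79 measured G2/M and mitosis genes, 73 passed 2-fold in both lines, against 5.59 for a random share of the 1252 common genes. Of 55 G1/S and DNA replication genes 36 did, against 3.89, and of 72 oocyte meiosis genes, many of which are mitotic genes too, 20 did, against 5.10. Of 50 replication-dependent histone genes 28 were common, against 3.54, of 25 DNA repair and Fanconi anaemia genes 15, against 1.77, of 60 interferon-stimulated genes 41, against 4.25, and of 16 MHC class I antigen presentation genes 10, against 1.13. Each of these counts as deposited was above those of all 10000 random lists of the same size matched on level. After quantile normalization 55 G2/M and mitosis, 28 G1/S, 16 oocyte meiosis, 18 histone, 12 DNA repair, 19 interferon-stimulated and 4 MHC class I genes were common, the last above 99.4% of random lists, and after loess 3 MHC class I genes, above 96.0%. Of 38 FoxO target genes, 10 were common SDE genes against 2.69 (99.9% of the random lists lay below), and of 22 senescence secretory genes, 7 were, against 1.56 (99.9% below). Of 62 p53 signalling pathway members, 10 were common, against 4.39 (96.0% below), and 12 after quantile normalization, against 2.73 (99.99% below). Of 45 p53 target genes, 7 were common, against 3.19 (88.3% below), and 8 after quantile normalization, against 1.98 (99.5% below). In 22Rv1 cells 10676 of the 17687 genes passed 2-fold as deposited and 5081 after quantile normalization. A list that responded in PC-3 cells alone would therefore also exceed a random share, so these counts do not by themselves show a response in both lines.

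Relative to random lists, FoxO target genes ran in opposite directions in the 2 lines. In PC-3 cells 13 of the 38 were at least 2-fold higher and 1 was lower, with a list median of 0.58, and TNFSF10, a death receptor ligand, had a log2 ratio of 5.61, ARRDC3 one of 3.90 and YPEL3 one of 2.74, where the empty vector values of TNFSF10 and YPEL3 lay in the range of the olfactory receptor genes. In 22Rv1 cells as deposited 16 were higher and 10 lower, with a list median of 0.45, against 1.46 for random lists. After quantile normalization 3 were higher and 18 lower, with a list median of -0.98, and PDK4, GABARAPL1 and TCP11L2 stood at -5.85, -6.51 and -5.97. Senescence secretory genes had a median of 0.96 in PC-3 cells, where MMP1 (3.03), IL1B (3.02) and CXCL8 (2.70) were higher, and a median of 1.44 in 22Rv1 cells as deposited and 0.02 after quantile normalization. The gene lists were written from general knowledge with Tables S2 and S3 already seen, so they are not independent of the paper's result.

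**Figure D2:**
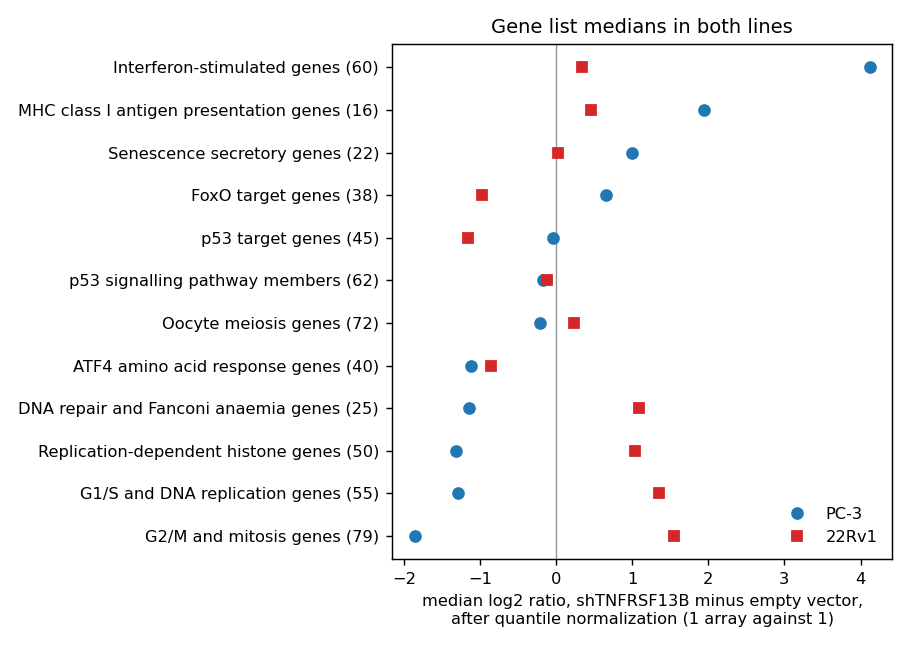
Median log2 ratio (shTNFRSF13B minus empty vector, horizontal axis) of 12 gene lists in PC-3 (blue circles) and 22Rv1 cells (red squares) after quantile normalization, from 1 array against 1, with the number of measured genes in brackets. The 4 lists of cell cycle, histone and DNA repair genes lie below 0 in PC-3 and above 0 in 22Rv1 cells, FoxO target genes the other way round, and interferon-stimulated genes at 4.12 in PC-3 cells.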

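The cell cycle genes were lower with shTNFRSF13B in PC-3 cells and higher in 22Rv1 cells. Of the 79 G2/M and mitosis genes, 73 were at least 2-fold lower in PC-3 cells and none was higher, with a median log2 ratio of -1.86. In 22Rv1 cells the median was 3.14 as deposited and 1.55 after quantile normalization, when 59 were at least 2-fold higher, against all 79 as deposited, and none was lower on either scale. The largest of these ratios in PC-3 cells were those of CDCA3, whose shTNFRSF13B value lay in the range of the olfactory receptor genes, the condensin subunit NCAPG (-2.69), survivin, BIRC5 (-2.65), and topoisomerase TOP2A (-2.65). In 22Rv1 cells as deposited they were those of CENPM (4.01 after quantile normalization), the centromere chaperone HJURP (4.72 as deposited and 3.04 after quantile normalization), the kinesin KIF20A (4.60 and 2.87) and separase, ESPL1 (4.59 and 2.89).

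Of 55 G1/S and DNA replication genes, 37 were at least 2-fold lower in PC-3 cells (median -1.32), led by CDC45, the primase PRIM1 (-2.26), GINS4 (-2.06) and DSCC1 (-2.05). In 22Rv1 cells 54 were higher as deposited and 38 after quantile normalization (median 1.35, and 3.03 as deposited), led by the polymerase POLA1 (4.68 as deposited and 2.99 after quantile normalization), ORC1 (4.51 and 2.78) and thymidylate synthase, TYMS (4.48 and 2.83). Replication-dependent histone genes had medians of -1.33 in PC-3 cells and 1.04 in 22Rv1 cells after quantile normalization, with 29 of 50 lower in the first and 26 higher in the second (46 as deposited, median 2.60). DNA repair and Fanconi anaemia genes had medians of -1.19 and 1.08, with 15 of 25 lower and 14 higher (25 as deposited, median 2.80). Each of these 4 medians was below all of 10000 level-matched random lists in PC-3 cells and above all of them in 22Rv1 cells. The difference between the lines itself was not tested, since each line has 1 array per condition.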

**Fig. 5:**
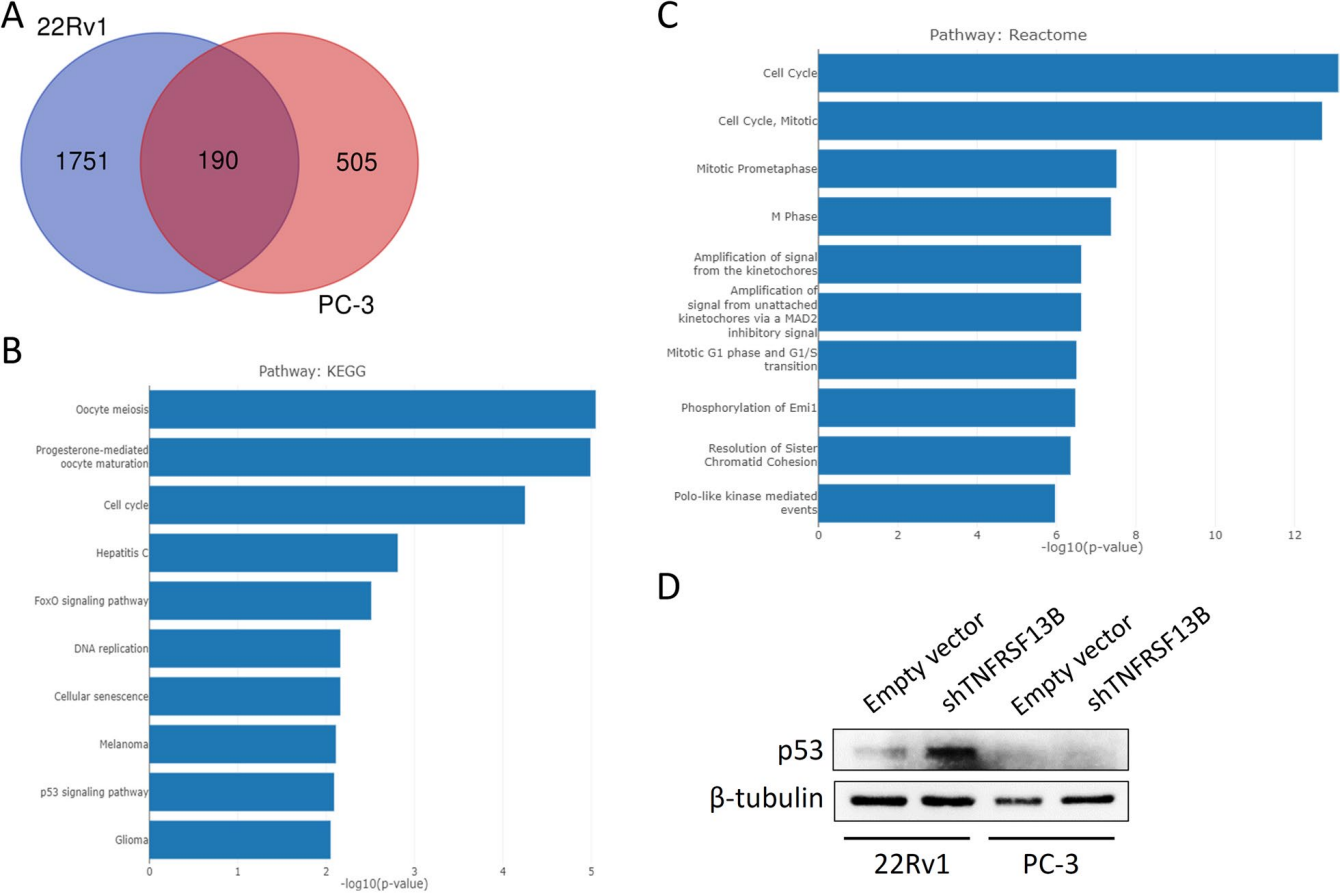
Gene expression profiling identified that cell cycle-related pathways are altered after *TNFRSF13B* short hairpin RNA (shTNFRSF13B) transfection in human prostate cancer cells. **A** Venn diagram analysis of all significantly differentially expressed (SDE) genes in 22Rv1 and PC-3 cells, displayed as the number of genes. **B** KEGG pathway analysis of 190 common SDE genes expressed in both 22Rv1 and PC-3 cells. **C** Reactome pathway analysis of 190 common SDE genes expressed in both 22Rv1 and PC-3 cells. **D** Knockdown of *TNFRSF13B* resulted in an increase of p53 protein expression in 22Rv1 cells, but no p53 expression was observed in PC-3 cells. Cells were transfected with an empty vector or shTNFRSF13B, and p53 protein expression was examined via western blotting. The representative western blot was obtained from three independent experiments

Since p53 is expressed in 22Rv1 cells but is not expressed in PC-3 cells [35], the expression of p53 protein was assessed by western blot analysis. Knockdown of *TNFRSF13B* increased the expression level of p53 in 22Rv1 cells compared with that in the cells transfected with the empty control vector; however, no p53 expression was observed in the PC-3 cells (Fig. 5D; Additional file 2). Furthermore, gene expression profiling revealed that silencing *TNFRSF13B* had the opposite effect on several cell cycle and p53 signalling pathway genes between p53-expressing 22Rv1 cells and p53-null PC-3 cells. For example, cyclin B1 and several cell division cycle genes were upregulated in 22Rv1 cells but downregulated in PC-3 cells (Additional file 1: Table S3). These differentially expressed genes may partly explain why silencing *TNFRSF13B* expression caused significant growth inhibition in 22Rv1 cells, but not in PC-3 cells.

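Target genes of p53 did not move as a group in PC-3 cells, where 6 of 45 were at least 2-fold higher, 6 lower and the median log2 ratio was -0.04. In 22Rv1 cells the p53 target genes had a median of 0.46 as deposited, against 1.52 for random lists of the same level, and 16 were at least 2-fold higher and 8 lower. The median was -1.15 after quantile normalization, when 2 were at least 2-fold higher and 25 lower. The list lay below all of 10000 random lists on either scale. This side rests on the labels of the 22Rv1 arrays, an exchange of which is not excluded. CDKN1A, the cell cycle inhibitor p21, went from 12.69 with the empty vector to 10.16 with shTNFRSF13B, a log2 ratio of -2.53 as deposited and -3.81 after quantile normalization. GADD45A, another growth arrest gene, had log2 ratios of -2.15 and -3.73. MDM2, the ubiquitin ligase that p53 induces, had -0.16 as deposited and -1.47 after quantile normalization, a difference that rests on the scale of the arrays. PMAIP1, a pro-apoptotic protein, and SFN were the only targets at least 2-fold higher both as deposited and after quantile normalization, at 3.67 and 3.04 as deposited. The p53 gene itself was not analysed here.

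Of 62 members of the p53 signalling pathway, 8 were at least 2-fold higher and 9 lower in PC-3 cells, whereas in 22Rv1 cells 38 were higher and 4 lower as deposited, and 16 higher and 16 lower after quantile normalization. The members lower in PC-3 and higher in 22Rv1 cells after quantile normalization numbered 5, and those the other way round also 5. The first kind held the cell cycle members GTSE1 (-2.56 in PC-3 cells as deposited), CCNB2 (-2.30) and the ribonucleotide reductase subunit RRM2 (-2.02), with 22Rv1 log2 ratios of 1.86, 1.19 and 1.96 after quantile normalization. SESN2, which also responds to amino acid shortage, was lower in both lines, at -2.14 in PC-3 cells and -2.29 in 22Rv1 cells after quantile normalization (-0.50 as deposited).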

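Cyclin B1, CCNB1 (NCBI gene 891), which drives entry into mitosis, had a log2 ratio of -1.83 in PC-3 cells, from 12.77 with the empty vector to 10.94 with shTNFRSF13B. In 22Rv1 cells it went from 9.18 to 12.86, a log2 ratio of 3.68 as deposited and 2.02 after quantile normalization. CDC20 (NCBI gene 991), an activator of the anaphase-promoting complex, had -2.18 in PC-3 cells and 3.85 in 22Rv1 cells, or 2.16 after quantile normalization. The phosphatase CDC25C (NCBI gene 995) had -1.78 in PC-3 cells and 3.14 in 22Rv1 cells, or 1.39. The replication factor CDC45 (NCBI gene 8318) had -2.27 in PC-3 cells and 4.47 in 22Rv1 cells, or 2.78. These 4 genes were past 2-fold in opposite directions in the 2 lines both as deposited and after quantile normalization. Of the 79 G2/M and mitosis genes, 73 were so as deposited and 55 after quantile normalization. Of the 55 G1/S and DNA replication genes, 36 were so as deposited and 28 after quantile normalization.

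**Figure D3:**
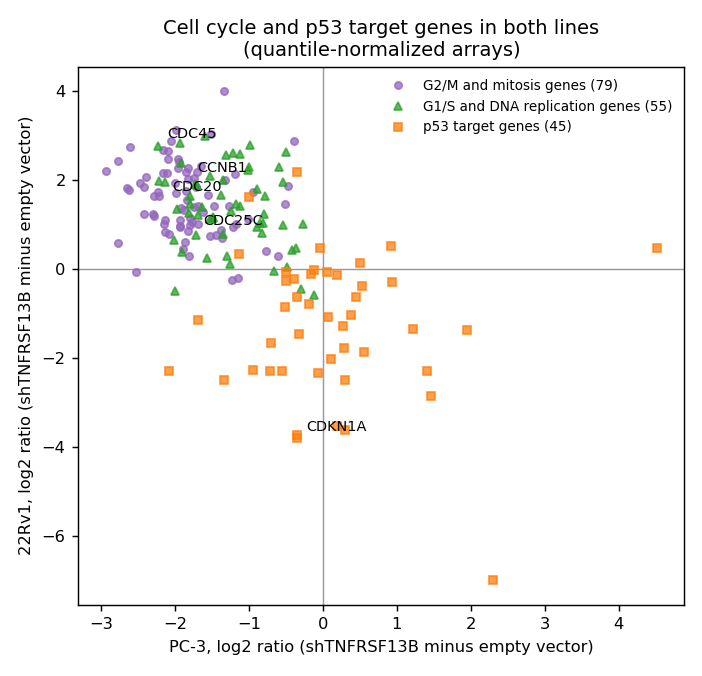
Log2 ratio (shTNFRSF13B minus empty vector) of each gene in PC-3 (horizontal axis) and 22Rv1 cells (vertical axis) after quantile normalization, 1 point per gene, for G2/M and mitosis genes (purple circles), G1/S and DNA replication genes (green triangles) and p53 target genes (orange squares). Most cell cycle genes lie at the upper left, lower in PC-3 and higher in 22Rv1 cells, and CDKN1A lies at -0.35 in PC-3 and -3.81 in 22Rv1 cells.

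From these opposite directions in p53-expressing 22Rv1 and p53-null PC-3 cells, the paper proposes that the genes may account in part for the growth inhibition by shTNFRSF13B in 22Rv1 and not in PC-3 cells. On these arrays the cell cycle genes were higher in 22Rv1 cells, whose growth the paper found reduced. They were lower in PC-3 cells, whose growth it found unchanged. The direction in 22Rv1 cells rests on the labels of the 22Rv1 arrays, an exchange of which is not excluded. The paper also reports fewer colonies of each line with shTNFRSF13B, and its proposal was not tested here.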

## Discussion

In this pilot study, 19 htSNPs in eight immunodeficiency pathway-related genes were screened and the effects of these variants on BCR after radical prostatectomy for prostate cancer were investigated. *TNFRSF13B* rs4792800 was found to be significantly associated with BCR by multivariate analysis and multiple comparisons. In addition, rs4792800 affected *TNFRSF13B* expression, which was correlated with patient prognosis. Further investigations revealed that silencing *TNFRSF13B* gene reduced colony formation in two prostate cancer cell lines, suggesting a possible role for *TNFRSF13B* in prostate cancer pathogenesis.

TNFRSF13B, also known as transmembrane activator and calcium modulator and cyclophilin ligand interactor (TACI), is a member of the tumour necrosis factor (TNF) receptor superfamily. TNFRSF13B is the main receptor of the TNF superfamily member 13 (TNFSF13, also known as a proliferation-inducing ligand) and 13B (also known as B-cell activating factor). Upon TNFSF13/13B binding to TNFRSF13B, the complex recruits TNF receptor-associated factors 2 and 6 [36], activates the nuclear factor kappa B signalling pathway, and affects multiple events in immunomodulation such as immunoglobulin recombination and B cell activation, proliferation, and survival [37]. Abnormal TNFRSF13B signalling has been related to autoimmune disorders [38]. Approximately 10% of patients with common variable immunodeficiency carry mutations in the *TNFRSF13B* [39, 40], and *TNFRSF13B*-knockout mice display symptoms of systemic lupus erythematosus-like autoimmune diseases [41]. It has been suggested that patients with defective immunity are at an increased risk of developing cancer. The soluble form of TNFRSF13B can be detected in blood and is found to be elevated in patients with chronic lymphocytic leukaemia [42]. Moreover, TNFSF13 is considered as an anti-apoptotic cytokine because its overexpression is frequently correlated with cancer progression [43–45] and it protects tumour cells from apoptosis by promoting cell cycle progression and cell proliferation in many cancer types [46]. A recombinant fusion protein of the extracellular domain of TNFRSF13B and the human IgG1-Fc (TACI-Ig) inhibited TNFRSF13B signalling and induced apoptosis of myeloma cells in vitro [47], and treatment using TACI-Ig was associated with some anti-tumour activities in multiple myeloma and Waldenström’s macroglobulinemia in a phase I/II trial [48]. In this study, *TNFRSF13B* rs4792800, an intronic variant, was found to be a significant variant associated with prostate cancer recurrence. Using functional annotation, a 3’-untranslated region proxy variant rs55701306 was identified in high linkage disequilibrium (*r*^*2*^ = 0.96) with rs4792800 as a strong expression quantitative trait locus for *TNFRSF13B* in human lymphoblastoid cells [49]. To date, several studies have reported significant associations between genetic polymorphisms in *TNFRSF13B* and the risks of several types of cancer. A combined analysis of African and European ancestry populations identified a missense variant (rs34562254) in *TNFRSF13B* associated with multiple myeloma risk [50]. It has also been reported that several genetic variants in *TNFRSF13B* influence gene expression and susceptibility to chronic lymphocytic leukaemia [51]. Furthermore, a significant association of *TNFRSF13B* rs7501462 with survival was identified in a large cohort of 10,084 patients with invasive epithelial ovarian cancer [52]. Although the link between *TNFRSF13B* expression and prostate cancer remains unknown, gene expression analysis based on public datasets showed that *TNFRSF13B* overexpression correlated with poor prognosis in patients with prostate cancer. A recent study demonstrated that silencing *TNFRSF13B* led to a significantly increased death in breast cancer cells through inhibiting anti-apoptotic/pro-survival mediators, TNF receptor superfamily member 1B, BCL2 apoptosis regulator, and RELA proto-oncogene NF-KB subunit, along with cell cycle arrest through inducing cyclin D2 and proliferating cell nuclear antigen [53]. In line with our study, *TNFRSF13B* knockdown significantly decreased the colony growth of 22Rv1 and PC-3 human prostate cancer cells, suggesting the potential role of *TNFRSF13B* in prostate cancer progression. The results of our transcriptomic analysis indicated that *TNFRSF13B* knockdown significantly modulates the cell cycle and p53 signalling pathways, which are two critical pathways in regulating cancer cell growth [54]. Silencing *TNFRSF13B* increased the expression of p53 and suppressed p53-expressing 22Rv1 cell growth, whereas cell proliferation was not affected in p53-null PC-3 cells, suggesting that p53 status might be associated with *TNFRSF13B*-driven prostate cancer cell proliferation [55].

Although genetic studies from our and other groups have identified multiple prognostic genes associated with prostate cancer progression, including aldehyde oxidase 1 [56], solute carrier family 35 member B4 [20], and carboxylesterase 1 [57]; however, to our knowledge, this is the first study to link *TNFRSF13B* to prostate cancer. Nevertheless, several limitations of the present study need to be considered. First, the sample size was relatively small to detect moderately minor risks. Second, this is a hospital-based study and the participants may not represent the general population. Third, only htSNPs of key genes involved in the immunodeficiency pathway were examined, therefore, more genetic variants at other loci should be tested. Fourth, the median follow-up time of this study was only 54 months, therefore, studies with longer follow-up time should be conducted to validate our results in other gold standard endpoints, such as overall survival or prostate cancer-specific survival. Fifth, functional significance of rs4792800 and *TNFRSF13B* expression was largely from bioinformatic analyses, and thus need to be confirmed in future clinical and biological studies. Finally, the current study was carried out in the Chinese population; therefore, similar associations among different populations should be further investigated.

## Conclusions

This study provides evidence that genetic variants of immunodeficiency pathway-related genes, especially *TNFRSF13B*, contribute to prostate cancer recurrence through modulating the cell cycle and p53 signalling pathways (Fig. 6). These findings suggest that *TNFRSF13B* might be a novel prognostic biomarker and potential therapeutic target in prostate cancer. However, larger, well-designed studies with diverse populations and functional evaluations should be conducted to validate our findings.

**Fig. 6:**
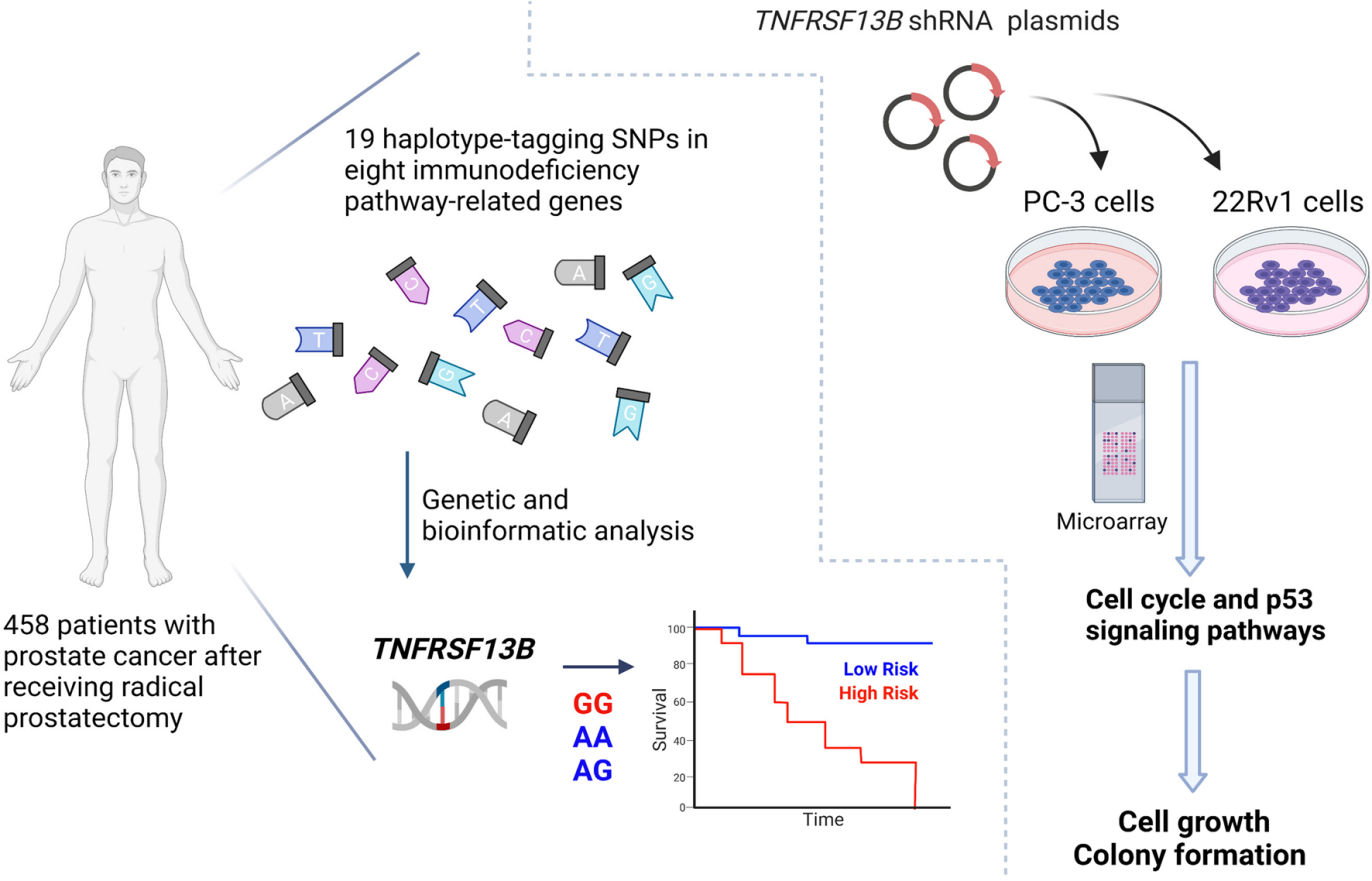
Genetic and functional analyses identify the role of *TNFRSF13B* in prostate cancer progression. Homozygous carriers of the minor G allele of *TNFRSF13B* rs4792800 were identified to be significantly associated with an increased risk of biochemical recurrence in 458 patients with prostate cancer after receiving radical prostatectomy. Further gene expression profiling revealed that silencing *TNFRSF13B* can inhibit prostate cancer cell growth and colony formation through modulating the cell cycle and p53 signalling pathways

## Supplementary Information

**Additional file:  Supplementary Tables. Table S1.** Regulatory annotation of *TNFRSF13B* rs4792800 and its linked variants. **Table S2**. List of differentially expressed genes upon *TNFRSF13B* knockdown that overlapped in both 22Rv1 and PC-3 human prostate cancer cells. **Table S3**. List of differentially expressed cell cycle- and p53 signalling pathway-related genes with opposite responses to *TNFRSF13B* knockdown between 22Rv1 and PC-3 cells.

**Additional file 2:** The images of the untrimmed western blots.

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Abbreviations

PSA: Prostate-specific antigen
BCR: Biochemical recurrence
TNFRSF13B: Tumour necrosis factor receptor superfamily member 13B
htSNP: Haplotype-tagging single-nucleotide polymorphism
GTEx: Genotype-tissue expression
TCGA: The Cancer Genome Atlas
shRNA: Short hairpin RNA
PBS: Phosphate-buffered saline
MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5 diphenyltetrazolium bromide
FDR: False discovery rate
HR: Hazard ratio
CI: Confidence interval
TACI: Transmembrane activator and calcium modulator and cyclophilin ligand interactor
TNF: Tumour necrosis factor
TNFSF13: Tumour necrosis factor superfamily members 13

# Supplementary material for: TNFRSF13B is a potential contributor to prostate cancer
**Source:** Cancer Cell Int. 2022 May 6;22:180. doi: 10.1186/s12935-022-02590-2
**Supplement:** Supplementary file 1 — Additional file: Supplementary Tables. Table S1. Regulatory annotation of TNFRSF13B rs4792800 and its linked variants. Table S2. List of differentially expressed genes upon TNFRSF13B knockdown that overlapped in both 22Rv1 and PC-3 human prostate cancer cells. Table S3. List of differentially expressed cell cycle- and p53 signalling pathway-related genes with opposite responses to TNFRSF13B knockdown between 22Rv1 and PC-3 cells.

**Table S1** Regulatory annotation of *TNFRSF13B* rs4792800 and its linked variants.

| Chromosome | Position | LD (r²) | SNP ID | Reference allele | Alternate allele | ASN frequency | Promoter histone marks | Enhancer histone marks | DNAse | Proteins bound | Motifs changed | dbSNP function annotation |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 17 | 16936468 | 0.82 | rs74998556 | A | T | 0.36 |  | IPSC |  |  | Foxp1, RREB-1 |  |
| 17 | 16937297 | 0.91 | rs11871721 | C | G | 0.39 |  | IPSC |  |  | AIRE |  |
| 17 | 16937548 | 0.93 | rs4792798 | G | A | 0.38 |  | IPSC, BLD | BLD | POL2 | DMRT4 |  |
| 17 | 16937682 | 0.93 | rs4792799 | G | A | 0.38 |  | IPSC, BLD | IPSC, MUS | POL2 | BDP1, EWSR1-FLI1, Pax-5 |  |
| 17 | 16938999 | 0.95 | rs55672385 | A | C | 0.38 | BLD | ESDR, ESC, IPSC, BRN, MUS, THYM | THYM, LNG |  | Hic1, Myc, Rad21, Roaz |  |
| 17 | 16939133 | 0.96 | rs55701306 | C | T | 0.39 |  | ESDR, ESC, IPSC, BRN, MUS, THYM, BLD | ESDR, BLD, BLD, BLD, MUS, THYM, BLD, MUS | POL24H8 | BHLHE40, Nkx2, PLAG1, PPAR, Sin3Ak-20 | 3'-UTR |
| 17 | 16939677 | 0.96 | rs34562254 | G | A | 0.39 |  | ESC, ESDR, IPSC, THYM, BLD |  | POL2 | CCNT2, Ets, Glis2, Pax-5, RXRA, ZBTB7A, ZNF219 | missense |
| 17 | 16941853 | 1 | **rs4792800** | A | G | 0.39 |  | FAT, STRM, BRN, MUS | SKIN, SKIN, HRT, MUS, MUS, GI, MUS, MUS, BRN, SKIN, LNG |  | Cdx, Cphx, Dbx2, HEY1, Hdx, Hoxb4, Isl2, Nkx6-1, Pdx1, Pou1f1, Pou4f3, TATA | intronic |
| 17 | 16945251 | 0.94 | rs4500785 | C | G | 0.38 |  | IPSC, BLD, SKIN, BRN, MUS, PANC, LIV | IPSC | POL2 | AP-2, NRSF | intronic |
| 17 | 16945436 | 0.96 | rs4561508 | C | T | 0.38 |  | ESC, IPSC, BLD, BRN, MUS, PANC, LIV |  |  | GLI | intronic |
| 17 | 16948136 | 0.93 | rs57382045 | G | A | 0.38 |  | BLD, BRN | BLD |  | Brachyury, Msx-1 | intronic |
| 17 | 16951166 | 0.91 | rs74892229 | G | A | 0.38 |  |  | BLD |  | ERalpha-a, Esr2, Ets, NRSF | intronic |
| 17 | 16953548 | 0.91 | rs57293260 | A | T | 0.38 |  | BLD, THYM | BLD, BLD, BLD, LNG, BLD | CTCF | Arid5a | intronic |
| 17 | 16953863 | 0.9 | rs57166795 | G | A | 0.38 |  | BLD, BRN, THYM |  |  | GLI, HNF4, Myf, NRSF, RXRA, VDR, Znf143 | intronic |
| 17 | 16960324 | 0.91 | rs4985726 | C | G | 0.38 |  |  | BLD |  |  | intronic |

**Table S2** List of differentially expressed genes upon *TNFRSF13B* knockdown that overlapped in both 22Rv1 and PC-3 human prostate cancer cells.

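Table S2 gives, for each gene past the 2-fold criterion in both lines, its change with shTNFRSF13B in 22Rv1 and in PC-3 cells. Of its 190 entries, 181 were matched to a named gene of the deposited arrays, 4 of them by name only, and 2 entries are of SESN2, with opposite signs in 22Rv1 cells. In PC-3 cells 178 of the 181 entries had the sign that the table gives and 174 of these also passed 2-fold. In 22Rv1 cells 166 had the table's sign with the values as deposited and 174 after quantile normalization. Across the 181 entries the log2 ratios had a Pearson r of 0.98 in PC-3 cells and 0.92 in 22Rv1 cells with the log2 of the table's sizes, kept with their signs. GABARAPL1, an autophagy protein, has the largest size in the table, the paper's value being -20.77 in 22Rv1 cells, and stood at 6.15 with shTNFRSF13B and 11.11 with the empty vector on the arrays. BST2 and MX2, which interferon induces, have the paper's largest values in PC-3 cells, 17.93 and 16.90, and BST2 had a log2 ratio of 5.39, with the empty vector values of both in the range of the olfactory receptor genes. In 22Rv1 cells, where the paper's values for them are -2.47 and -2.35 and both arrays were in that range, BST2 and MX2 were at -0.35 and 0.26 as deposited, -0.96 and -0.77 after quantile normalization and, past 2-fold, -1.99 and -1.38 after centring. In the table itself 82 entries are above 0 in 22Rv1 and below 0 in PC-3 cells, and 61 the other way round. Of the G2/M and mitosis genes 29 are entries of Table S2, and of the G1/S and DNA replication genes 10.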

**Table S3** List of differentially expressed cell cycle- and p53 signalling pathway-related genes with opposite responses to *TNFRSF13B* knockdown between 22Rv1 and PC-3 cells.

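Table S3 lists the genes that carry the opposite responses, sorted by pathway. Of its 36 different genes 34 were measured here, and each of the 34 was at least 2-fold lower in PC-3 and at least 2-fold higher in 22Rv1 cells with shTNFRSF13B, as deposited and after quantile normalization, loess or median centring. The log2 ratios ran from -2.99 to -1.22 in PC-3 cells (median -2.01) and from 2.80 to 5.42 in 22Rv1 cells as deposited (median 3.82), or from 1.18 to 3.73 after quantile normalization (median 2.12). The histone gene H3C2 had the largest size in each line. The transcription factors E2F1 and MYBL2, which switch on cell cycle genes, had log2 ratios of -1.98 and -2.43 in PC-3 cells and of 2.38 and 2.07 in 22Rv1 cells after quantile normalization. The mitotic kinases PLK1 (-2.18 and 1.65), AURKB (-2.06 and 2.47), BUB1 (-1.99 and 1.94) and PLK4 (-1.88 and 1.55), and the centromere proteins CENPA (-1.99 and 2.29), CENPE (-2.17 and 2.68), CENPF (-2.45 and 1.95) and CENPI (-1.86 and 2.27), moved the same way. The genes with the smallest size were MND1 in PC-3 cells (-1.22) and E2F3 in 22Rv1 cells (1.18 after quantile normalization). The table was chosen on these arrays, so its genes are not independent evidence of a direction.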

| Pathway database | Pathway | Gene name | Gene ID | Fold change in 22Rv1 cells (log2 ratio) | Fold change in PC-3 cells (log2 ratio) |
| --- | --- | --- | --- | --- | --- |
| KEGG | Cell cycle | *BUB1* | 699 | 2.29 | -2.14 |
|  |  | *CCNB1* | 891 | 2.31 | -2.13 |
|  |  | *CDC20* | 991 | 2.91 | -2.58 |
|  |  | *CDC25C* | 995 | 2.01 | -2.57 |
|  |  | *CDC45* | 8318 | 4.25 | -2.56 |
|  |  | *E2F1* | 1869 | 2.39 | -2.06 |
|  |  | *E2F3* | 1871 | 2.24 | -2.24 |
|  |  | *PLK1* | 5347 | 2.14 | -2.41 |
|  | p53 signalling pathway | *CCNB1* | 891 | 2.31 | -2.13 |
|  |  | *PTEN* | 5728 | -2.98 | 2.26 |
|  |  | *RRM2* | 6241 | 2.14 | -2.34 |
| Reactome | Cell cycle | *AURKB* | 9212 | 2.95 | -2.37 |
|  |  | *BUB1* | 699 | 2.29 | -2.14 |
|  |  | *CCNB1* | 891 | 2.31 | -2.13 |
|  |  | *CDC20* | 991 | 2.91 | -2.58 |
|  |  | *CDC25C* | 995 | 2.01 | -2.57 |
|  |  | *CDC45* | 8318 | 4.25 | -2.56 |
|  |  | *CDCA8* | 55143 | 2.08 | -2.76 |
|  |  | *CENPA* | 1058 | 2.72 | -2.04 |
|  |  | *CENPE* | 1062 | 3.50 | -2.28 |
|  |  | *CENPF* | 1063 | 2.24 | -2.73 |
|  |  | *CENPI* | 2491 | 2.99 | -2.42 |
|  |  | *CEP78* | 84131 | 2.37 | -2.19 |
|  |  | *CLSPN* | 63967 | 2.68 | -2.15 |
|  |  | *E2F1* | 1869 | 2.39 | -2.06 |
|  |  | *E2F3* | 1871 | 2.24 | -2.24 |
|  |  | *FBXO5* | 26271 | 2.43 | -2.54 |
|  |  | *H2AC4* | 8335 | 2.68 | -2.69 |
|  |  | *H3C15* | 333932 | 2.06 | -2.88 |
|  |  | *H3C2* | 8358 | 3.87 | -4.59 |
|  |  | *HMMR* | 3161 | 2.53 | -2.06 |
|  |  | *KIF20A* | 10112 | 3.28 | -2.39 |
|  |  | *MIS18A* | 54069 | 2.03 | -2.02 |
|  |  | *MND1* | 84057 | 3.76 | -2.03 |
|  |  | *MYBL2* | 4605 | 2.67 | -2.47 |
|  |  | *NCAPG* | 64151 | 2.71 | -2.88 |
|  |  | *NCAPH* | 23397 | 2.04 | -2.65 |
|  |  | *PLK1* | 5347 | 2.14 | -2.41 |
|  |  | *PLK4* | 10733 | 2.18 | -2.70 |
|  |  | *POLA1* | 5422 | 3.49 | -2.24 |
|  |  | *PRIM1* | 5557 | 2.22 | -2.75 |
|  |  | *PRIM2* | 5558 | 3.23 | -2.23 |
|  |  | *PSMC3IP* | 29893 | 2.69 | -2.32 |
|  |  | *RRM2* | 6241 | 2.14 | -2.34 |
|  |  | *SPC25* | 57405 | 3.77 | -2.14 |
|  |  | *TYMS* | 7298 | 3.83 | -2.02 |

# Supplementary material for: TNFRSF13B is a potential contributor to prostate cancer
**Source:** Cancer Cell Int. 2022 May 6;22:180. doi: 10.1186/s12935-022-02590-2
**Supplement:** Supplementary file 2 — Additional file 2: The images of the untrimmed western blots.

## Slide 1

Representative blots
related to Figure 4A
22Rv1
shTNFRSF13B
Empty vector
Empty vector
shTNFRSF13B
β-Tubulin 55 kDa
TNFRSF13B 32 kDa
shTNFRSF13B
PC-3
Empty vector
Empty vector
shTNFRSF13B
β-Tubulin 55 kDa
TNFRSF13B 32 kDa

## Slide 2

Representative blots
related to Figure 5D
Empty vector
Empty vector
shTNFRSF13B
shTNFRSF13B
Empty vector
Empty vector
shTNFRSF13B
shTNFRSF13B
p53 53 kDa
β-Tubulin 55 kDa
22Rv1
PC-3
22Rv1
PC-3

How the deposited data were processed for this re-analysis (not part of the article)

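Gene expression was measured on 4 Affymetrix arrays, 1 each for PC-3 cells with shTNFRSF13B, PC-3 cells with the empty vector, 22Rv1 cells with shTNFRSF13B and 22Rv1 cells with the empty vector. The condition of each array was taken from the sample labels, which match the groups the paper describes. The western blot, cell growth, colony and genotype data of the paper were not analysed here.

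The authors deposited a table of log2 expression values, 1 per probe set and array. The paper names the Clariom D platform, Affymetrix Expression Console and Transcriptome Analysis Console, and the submitters' processing notes name RMA, Affymetrix Expression Console and Partek. The version of each program is not given in the sources used here. The table holds 24351 probe sets, and no further background correction was applied. Gene symbols came from the platform's annotation, which paired 17709 probe sets with 1 symbol, none with several symbols and 6642 with no listed symbol. All 17709 gene numbers were found in the RefSeq gene table for GRCh38.p14, and 20 genes were named by several probe sets, of which the brightest by its mean over the 4 arrays was used. This left 17687 genes. Older symbols in gene lists and in Tables S2 and S3 were updated through the same table, and no coordinates are printed because the sources used here name no genome build.

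The log2 ratio of a gene is its value with shTNFRSF13B minus its value with the empty vector in the same line, and a gene counted as changed when this ratio was at least 2-fold in either direction, as in the paper. With 1 array per condition, no test across replicates could be made, so no p-value, standard deviation between replicates or adjusted count is given, and the number of arrays limits the precision of every value. A gene list is described by the median log2 ratio of its measured members and by the share of 10000 random lists of the same size, matched in 20 bins of mean level, whose median lay below it. That share describes these arrays and is not a p-value. For lists among the genes common to both lines, the count of members was set beside the count expected from a random share and beside 10000 level-matched random lists. Overlaps were set beside the overlap of independent lists of the same sizes, per direction. Shares of genes have exact binomial intervals that cover counting error only.

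Before the data were examined, 24 gene lists, 7 lists of cell type markers and a rule for named genes were fixed, with the values of Tables S2 and S3 already seen. The rule takes, in each line, the 10 largest rises and the 10 largest falls among genes above the array median on at least 1 of the line's arrays, TNFRSF13B, the genes the paper names for these arrays, every gene of Table S3, up to 4 members of each reported list with the largest log2 ratio, and the common genes with the 5 largest sums of log2 ratios in each pair of directions. Other genes named in the text, among them CDKN1A, MDM2, GADD45A, BST2, MX2 and members of Table S2, were chosen after their values were seen. The limits by which a result is said below to have kept its side (the lowest and highest 2.5% of random lists, a change of 0.1 in a correlation and 1.5-fold in a count or a fold) were also set after values had been seen. A list of 25 aryl hydrocarbon receptor and NRF2 target genes was written afterwards, once the largest falls in 22Rv1 cells were known. The alternatives fixed beforehand were centring each array on a common median, quantile normalization of the 4 columns, loess of the ratio on the level within a pair of arrays (span 0.4), leaving out genes below the array median or below the 95th percentile of the olfactory receptor genes on both arrays of a line, the mean of a gene's probe sets, thresholds of 1.5-fold and 3-fold, counting every probe set, counting a gene when any of its probe sets passed, and reading the values of Table S2 as log2 ratios rather than as signed linear folds.

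The steps were tested on simulated pairs of arrays made from the real genes' levels, with 200 changed genes and a shift that grew with the level. For the PC-3 pair, 98% of the genes changed 4-fold and 100% of those changed 16-fold were recovered after quantile normalization, with 2.25% of unchanged genes past 2-fold. For the simulated 22Rv1 pair these shares were 97%, 100% and 2.20%. The noise of both simulated pairs was set to the SD of the olfactory receptor ratios in PC-3 cells, 0.455, and was added to 1 array of a pair only. In the real 22Rv1 pair this SD was 0.73 as deposited, and 15.8% of olfactory receptor genes passed 2-fold after quantile normalization. The simulated shares of unchanged genes thus do not describe the noise of the real 22Rv1 pair. Without a normalization, 19.2% of unchanged genes passed 2-fold in the simulated PC-3 pair and 11.4% in the simulated 22Rv1 pair. The shift was planted in both pairs, whereas the real PC-3 pair had a median log2 ratio of -0.0019, so 19.2% does not describe it. In the real 22Rv1 pair 5081 genes passed 2-fold after quantile normalization, far more than the 200 simulated. Its highest gene value was lower with shTNFRSF13B, 17.97 against 19.43, unlike the planted shift. A shift planted in a whole gene list was recovered in its direction but somewhat too small, so list medians less those of random lists can understate a shift. The computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.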

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

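All tests of explanations in this part were chosen after the values were seen. The values at which lists are said to stand or by which they differ are medians of log2 ratios less those of random lists matched on level, and a value called a median is the list's own.

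Cell cycle genes moved in opposite directions in the 2 lines, with a difference between 22Rv1 and PC-3 cells of 3.44 for G2/M and mitosis genes, 2.75 for G1/S and DNA replication genes, 2.59 for replication-dependent histone genes, 2.33 for DNA repair and Fanconi anaemia genes and 0.55 for oocyte meiosis genes, whereas FoxO target genes differed by -1.60, the other way round. The difference itself, between lists on opposite sides of the random lists in the 2 lines, was not tested. A shift of the 22Rv1 empty vector array as the whole cause is argued against, since the lowest median of the G2/M and mitosis genes in 22Rv1 cells after centring, quantile normalization or loess was 1.504. An exchange of the 2 22Rv1 array labels stays open, since TNFRSF13B was lower on the shTNFRSF13B array, the way the paper reports for the protein in both lines, but 5.2% of genes of like level were lower still, and so do cultures harvested in different states of growth, where FoxO target genes in 22Rv1 cells stood at -1.02, against the cell cycle genes. With 1 culture per condition, neither can be told apart from an effect of shTNFRSF13B.

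Interferon-stimulated genes stood at 4.11 in PC-3 cells and MHC class I antigen presentation genes at 1.86, a signal in genes that the paper does not discuss. A difference in scale between the PC-3 arrays is argued against by a median of the interferon-stimulated genes of 4.13 after loess, and RNA of immune cells by the B lymphocyte, T lymphocyte and myeloid markers, of which the highest median was 0.19. A response to the introduced shRNA that does not run through TNFRSF13B stays open, since no other shRNA was hybridised and the control was an empty vector. By the paper's methods the empty vector was also delivered by lentivirus, so virus alone was common to both arrays. In 22Rv1 cells the list stood at 0.41 as deposited, above 99.51% of random lists, and its median was 0.34 after quantile normalization.

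Most genes were higher in 22Rv1 cells with shTNFRSF13B as deposited. The 22Rv1 empty vector array did not share the scale of the other arrays, as the ends of its values show. A true rise of most transcripts may also have a part, and the share of each stays open. The lowest value and the 5th percentile of the background probe sets were 1.90 and 1.99 on each of the other arrays. On the 22Rv1 empty vector array they were 2.20 and 2.26, so its values had another lower end than those of the other arrays. The 23 background probe sets had a median log2 ratio of 0.63 in 22Rv1 cells, with 16 higher and 7 lower and an SD of 0.74. The hybridization and labelling spike-in probe sets had medians of 0.03 and 0.07. The olfactory receptor genes, taken as a reference for dim probes, also had a median of 0.63, with 282 higher and 67 lower. Their SD was 0.73, and most of them were at background level. These SDs are spreads between probe sets and not the errors of the medians. The 63 probe sets for ERCC control RNAs, whose addition the sources used here do not mention, had a median of 0.69, with 60 higher and 3 lower and an SD of 0.51. These controls do not divide the shift between the explanations, and how much of it is biological was not tested.

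ATF4 amino acid response genes stood at -1.10 in PC-3 cells and -1.005 in 22Rv1 cells, and aryl hydrocarbon receptor and NRF2 target genes at -1.53 in 22Rv1 cells, also in genes that the paper does not discuss. The latter list was written after its largest members had been seen, so its median is not independent of them. No explanation was tested for these lists.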

How the results depend on the processing

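Under the alternatives set before the data were examined, no list past the limit changed its side relative to random lists and neither the TNFRSF13B ratios nor the correlation between lines changed sign, but the balance of higher and lower genes in 22Rv1 cells depended on the scale of the arrays. After centring, quantile normalization and loess, the SDE genes of 22Rv1 cells numbered 1912, 2345 and 2369 higher and 4986, 2736 and 2338 lower, against 10320 and 356 as deposited, the common genes of the same direction 267, 217 and 207, the TNFRSF13B log2 ratio in 22Rv1 cells was -2.09, -2.20 and -2.00, 51.3%, 15.8% and 9.74% of olfactory receptor genes passed 2-fold in 22Rv1 cells, and the observed over expected number among common genes was 4.30, 4.04 and 5.08 for p53 target genes and 4.36, 4.40 and 4.42 for p53 signalling pathway members, now past the limit of random lists. Quantile normalization gave 1.15% of olfactory receptor genes in PC-3 cells and brought the 22Rv1 medians less those of random lists inside the range of random lists for MHC class I (0.52) and ribosomal protein genes (-0.14), and loess did so for MHC class I (0.44), cholesterol synthesis (0.55) and mesenchymal genes (-0.36). Among genes above the array median, 6565 genes were higher in 22Rv1 cells, 336 common genes had the same direction, the 1 olfactory receptor gene left in each line made 0% and 100%, the p53 pathway ratio was 2.10 and now past the limit, the PC-3 medians were 0.39 for androgen receptor and luminal genes, inside the range, and 0.42 for mesenchymal genes, now outside, and the 22Rv1 medians of interferon-stimulated (0.47), MHC class I (0.55), epithelial (-0.27), mesenchymal (-1.03) and oocyte meiosis genes (0.28) lay inside. Among genes above the olfactory receptor level, olfactory receptor genes gave 11.5% in PC-3 and 61.5% in 22Rv1 cells, the PC-3 medians were 0.23 for androgen receptor and luminal genes, inside, and 0.58 for mesenchymal genes, outside, and those of MHC class I (0.62) and oocyte meiosis genes (0.31) in 22Rv1 cells lay inside. At 1.5-fold, 2520 genes were higher and 2411 lower in PC-3 cells, 623 lower in 22Rv1 cells, 1825 common genes had the same direction and 2094 opposite ones, and the FoxO ratio fell to 1.78, inside the range. At 3-fold the counts were 379 and 249 in PC-3 cells, 6430 higher and 189 lower in 22Rv1 cells, and 129 and 201 common genes, with a p53 pathway ratio of 5.19, now past the limit. Counting every probe set gave 564 lower in 22Rv1 cells. Fewer genes or another threshold change counts by construction, and otherwise the cause was not tested. The other list medians kept their side in 137 comparisons in PC-3 and 129 in 22Rv1 cells, and the lists among common genes in 71. The last number leaves out MHC class I and NF-kappaB target genes. Among common genes, MHC class I genes came inside the range after loess (95.97% of random lists below). NF-kappaB target genes went from 99.96% below as deposited to 96.07% after quantile normalization, 96.28% after loess and 95.59% at 1.5-fold. TNFRSF13B in PC-3 cells lay below the array median and has no value under that filter. Dim genes limit the ratios on every scale.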

Differences from the paper's values

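By the 2-fold criterion that the paper states, 1848 genes passed in PC-3 cells, where the paper's number is 695, 10676 in 22Rv1 cells, where the paper's number is 1941, and 1252 in both lines, where the paper's number is 190. Of the alternatives set before the data were examined, the 3-fold threshold, which is not the paper's, gave 628 in PC-3 cells, within 1.5 times the paper's number, and no other did. For 22Rv1 cells every alternative differed, the closest being loess with 4707, and for the common genes too, the closest being the 3-fold threshold with 330. The paper does not state how many probe sets it counted over, so the features counted may differ.

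The values of Table S2 stand under a heading that calls them log2 ratios. None is smaller than 2 in size, the limit of a 2-fold criterion on a linear scale, and the size of the largest, 20.77, is above the span of 18.7 between the lowest and highest value on the 4 arrays. The Pearson r with the log2 ratios was 0.977 in PC-3 and 0.917 in 22Rv1 cells when the paper's values were read as signed linear folds, and 0.936 and 0.879 when they were read as log2 ratios. They are therefore read as signed linear folds, with the other reading beside them. The median size over Table S2 was 8.13-fold in 22Rv1 and 4.07-fold in PC-3 cells, where the paper's medians are 2.71 and 2.45. Centring, quantile normalization, loess and the mean of probe sets all differed from these medians, whereas on the log2 reading the medians, 3.02 and 2.03, lay within 1.5 times.

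For CCNB1 the folds were 12.8 in 22Rv1 and -3.57 in PC-3 cells, where the paper's values are 2.31 and -2.13. For CDC20 they were 14.4 and -4.54, where the paper's values are 2.91 and -2.58, and for CDC45 22.2 and -4.82, where the paper's values are 4.25 and -2.56. Centring, quantile normalization, loess and the mean of probe sets all left these 6 values apart by more than 1.5 times. On the log2 reading CDC20 (3.85 and -2.18), CDC45 (4.47 and -2.27) and CCNB1 in PC-3 cells (-1.83) lay within 1.5 times, and CCNB1 in 22Rv1 cells (3.68) did not. For CDC25C in 22Rv1 cells the fold was 8.82, where the paper's value is 2.01, and centring (2.84), quantile normalization (2.62) and loess (2.61) lay within 1.5 times, whereas the mean of probe sets and the log2 reading (3.14) did not.

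The direction of Table S2 was met by 178 of 181 entries in PC-3 cells and, after quantile normalization, by 174 in 22Rv1 cells. ERAP1 and LPCAT1, which the paper lists as lower in 22Rv1 cells, were higher, at log2 ratios of 3.61 and 2.98 as deposited and 1.86 and 1.40 after quantile normalization. SPTSSB, matched by name only and also listed as lower there, was at 1.24 as deposited and, in the paper's direction, -0.30 after quantile normalization. ELF1 and TRMU, which it lists as higher in 22Rv1 cells, were at 0.20 and 0.77 as deposited, in the paper's direction, and at -1.25 and -1.03 after quantile normalization. SESN2, which is entered once as higher and once as lower, was at -0.50 as deposited and -2.29 after quantile normalization. In PC-3 cells ATP13A3, PLBD1 and TRMU, which it lists as lower, had log2 ratios of 0.40, 0.12 and 0.30, none past 2-fold, and PLBD1 was in the range of the olfactory receptor genes on both arrays.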

Other observations

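Interferon-stimulated genes made up the strongest response in PC-3 cells. Of 60 measured, 57 were at least 2-fold higher with shTNFRSF13B and none was lower, with a median log2 ratio of 4.10. MX1 went from 6.87 with the empty vector to 16.20. Of 16 MHC class I antigen presentation genes 11 were higher, led by the immunoproteasome subunits PSMB9 (5.49, from an empty vector value in the range of the olfactory receptor genes) and PSMB8 (3.34), HLA-C (2.94) and the peptide transporter TAP1 (2.57), with a median of 1.83. Of 32 NF-kappaB target genes 13 were higher, with a median of 0.67, among them SAT1 (3.55) and TNFAIP3 (2.96). In 22Rv1 cells the medians of these 3 lists were 1.58, 1.96 and 1.29 as deposited and 0.34, 0.45 and -0.13 after quantile normalization, and PLSCR1 (4.43 as deposited and 2.88 after quantile normalization) was the interferon-stimulated gene with the largest rise.

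ATF4 amino acid response genes were lower in PC-3 cells, 23 of 40 by at least 2-fold and none higher, with a median of -1.11, and TRIB3 stood at -2.52. In 22Rv1 cells their median was 0.33 as deposited, against 1.33 for random lists, when 14 were at least 2-fold higher and 9 lower, and -0.86 after quantile normalization, when 3 were higher and 19 lower. SLC38A2, an amino acid transporter, had -3.94 as deposited. Of 23 aryl hydrocarbon receptor and NRF2 target genes, 15 were lower and none was higher in 22Rv1 cells after quantile normalization (median -1.65), and 9 lower and 6 higher as deposited (median -0.08), whereas in PC-3 cells the median was 0.04. CYP1A1 went from 14.01 with the empty vector to 4.88 with shTNFRSF13B, a level in the range of the olfactory receptor genes.

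The remaining lists are given as the median in PC-3 cells, in 22Rv1 cells as deposited and in 22Rv1 cells after quantile normalization. Cholesterol synthesis genes had 0.56, 2.17 and 0.53, androgen receptor and luminal prostate genes 0.28, 1.16 and 0.07, epithelial genes -0.08, 0.71 and -0.61, and mesenchymal genes 0.14, 0.58 and -0.53. Ribosomal protein genes had -0.11, 0.07 and -0.25, hypoxia and glycolysis genes -0.03, 1.42 and 0.12, unfolded protein response genes -0.03, 1.61 and 0.20, and housekeeping genes -0.24, 1.39 and 0.13. Genes of the ligands, receptors and adaptors of TNFRSF13B had -0.0033, 1.06 and -0.36, with SDC2 at 4.10 and SDC1 at -2.77 in PC-3 cells, the studied immunodeficiency genes -0.21, 0.47 and -0.21, and the breast cancer study genes of the paper's discussion -0.57, 1.25 and -0.29. Oocyte meiosis genes had -0.25, 1.67 and 0.24, and p53 signalling pathway members -0.18, 1.42 and -0.12.

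Of the cell type markers, the luminal markers of 22Rv1 cells had a median log2 ratio of 0.46 in PC-3 cells, the markers of PC-3 cells 0.32, B lymphocyte markers 0.19, T lymphocyte markers -0.18, myeloid markers 0.17, fibroblast markers 0.13 and neuroendocrine markers 0.10. In 22Rv1 cells these medians were 1.34, 0.59, 1.21, 0.59, 0.71, 0.89 and 1.37 as deposited and, after quantile normalization, 0.29, -0.53, -0.16, -0.13, -0.62, 0.23 and -0.31. Across all probe sets the 2 arrays of PC-3 cells had a Pearson r of 0.981 and the 2 of 22Rv1 cells 0.946, against 0.880 to 0.918 between the lines.

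The paper found more p53 protein in 22Rv1 cells with shTNFRSF13B, and the hypothesis that p53 target transcripts are higher there was tested after the values had been seen. Their median less that of random lists was -1.07 in 22Rv1 cells, below all random lists. The hypothesis was thus not borne out on these arrays as labelled. An exchange of the 22Rv1 array labels stays open and would turn this sign. The protein was not analysed here, and the RNA and the protein may come from different cultures.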
